# Coordinated control of adiposity and growth by anti‐anabolic kinase ERK7

**DOI:** 10.15252/embr.201949602

**Published:** 2020-12-28

**Authors:** Kiran Hasygar, Onur Deniz, Ying Liu, Josef Gullmets, Riikka Hynynen, Hanna Ruhanen, Krista Kokki, Reijo Käkelä, Ville Hietakangas

**Keywords:** growth, lipid metabolism, nutrient sensing, signaling, Development & Differentiation, Metabolism

## Abstract

Energy storage and growth are coordinated in response to nutrient status of animals. How nutrient‐regulated signaling pathways control these processes *in vivo* remains insufficiently understood. Here, we establish an atypical MAP kinase, ERK7, as an inhibitor of adiposity and growth in *Drosophila*. *ERK7* mutant larvae display elevated triacylglycerol (TAG) stores and accelerated growth rate, while overexpressed ERK7 is sufficient to inhibit lipid storage and growth. ERK7 expression is elevated upon fasting and *ERK7* mutant larvae display impaired survival during nutrient deprivation. ERK7 acts in the fat body, the insect counterpart of liver and adipose tissue, where it controls the subcellular localization of chromatin‐binding protein PWP1, a growth‐promoting downstream effector of mTOR. PWP1 maintains the expression of *sugarbabe*, encoding a lipogenic Gli‐similar family transcription factor. Both PWP1 and Sugarbabe are necessary for the increased growth and adiposity phenotypes of ERK7 loss‐of‐function animals. In conclusion, ERK7 is an anti‐anabolic kinase that inhibits lipid storage and growth while promoting survival on fasting conditions.

## Introduction

Animals live in changing nutrient landscape and are competing on limited nutrient resources. These conditions set requirements for robust physiological control, allowing efficient growth and energy storage on abundant nutrition and rapid attenuation of anabolic processes upon nutrient deprivation. How metabolic pathway activities are controlled in peripheral tissues of animals to achieve coordinated control of growth and energy storage, remains insufficiently understood. The fat body (functional counterpart of mammalian liver and adipose tissue) has emerged as a key coordinator of growth signaling in *Drosophila* (Boulan *et al*, 2015) along with its essential role as a lipid synthesis and storage organ (Heier & Kuhnlein, 2018). Thus, it is a signaling hub for nutrient‐dependent homeostatic control.

Nutrient‐responsive physiological control relies on nutrient‐sensing signaling pathways and gene regulatory networks, which respond to specific groups of macronutrients and drive anabolic processes upon high nutrient intake. For example, amino acid‐responsive mTOR complex 1 (mTORC1) promotes protein and lipid biosynthesis and is a major driver of organismal growth (Oldham *et al*, 2000; Zhang *et al*, 2000; Colombani *et al*, 2003; Porstmann *et al*, 2008; Saxton & Sabatini, 2017). A key target process for mTORC1‐dependent growth control is ribosome biogenesis (Mayer *et al*, 2004; Grewal *et al*, 2007; Teleman *et al*, 2008; Marshall *et al*, 2012). We recently identified chromatin‐binding protein PWP1 as an mTORC1‐dependent regulator of growth through its function as a positive regulator of RNA polymerase I‐ and III‐mediated ribosomal RNA (rRNA) expression (Liu *et al*, 2017; Liu *et al*, 2018). Inhibition of rRNA expression in the fat body, either by nutrient deprivation or genetically, leads to prominent growth inhibition (Grewal *et al*, 2007; Marshall *et al*, 2012; Liu *et al*, 2017). Intracellular sugars are sensed by a conserved transcription factor (TF) heterodimer Mondo‐Mlx, which promotes *de novo* lipogenesis in the fat body by activation of lipid biosynthetic genes (Sassu *et al*, 2012; Havula *et al*, 2013; Musselman *et al*, 2013; Mattila *et al*, 2015). In addition to direct regulation of metabolic genes, Mondo‐Mlx controls downstream TFs, such as Gli‐similar 2 ortholog Sugarbabe, which acts as a feed‐forward activator of lipid biosynthesis upon sustained sugar feeding (Mattila *et al*, 2015; Luis *et al*, 2016). The anabolic nutrient‐sensing pathways are counterbalanced by anti‐anabolic kinases, including the AMP‐activated protein kinase (AMPK) (Herzig & Shaw, 2018). *Drosophila* AMPK is necessary for larval growth and adiposity by affecting visceral muscle function and food intake, rather than acting tissue autonomously in the fat body (Bland *et al*, 2010). This implies that other anti‐anabolic kinases might be involved in fat body‐mediated homeostatic control during the growth phase of the animal.

ERK7 [also known as ERK8, MAPK15 (Coulombe & Meloche, 2007)] is an atypical MAP kinase implicated in a number of cellular processes, including proliferation (Iavarone *et al*, 2006; Xu *et al*, 2010; Chia *et al*, 2014; Colecchia *et al*, 2015; Jin *et al*, 2015; Rossi *et al*, 2016), secretion (Zacharogianni *et al*, 2011; Hasygar & Hietakangas, 2014), and genomic integrity (Groehler & Lannigan, 2010; Cerone *et al*, 2011; Rossi *et al*, 2016). Moreover, several independent lines of evidence suggest a putative role for ERK7 in nutrient‐responsive homeostatic control. Studies in cultured *Drosophila* and mammalian cells have shown upregulation of ERK7 protein expression upon amino acid deprivation (Zacharogianni *et al*, 2011; Colecchia *et al*, 2012). Upregulation of ERK7 expression leads to kinase autoactivation, as ERK7 lacks the upstream activating kinases of canonical MAPK pathways (Abe *et al*, 2001; Klevernic *et al*, 2006). ERK7 activation in cultured mammalian cells promotes macroautophagy, an adaptive mechanism to amino acid shortage to restore cellular amino acid pools (Colecchia *et al*, 2012; Colecchia *et al*, 2018). Our earlier study showed fasting‐induced upregulation of *erk7* gene expression in the insulin‐producing cells (IPCs) of *Drosophila* larvae (Hasygar & Hietakangas, 2014). Activation of ERK7 in the IPCs suppresses secretion of insulin‐like peptides leading to inhibition of larval growth, a response observed upon nutrient deprivation (Hasygar & Hietakangas, 2014). Moreover, genome‐wide association studies (GWAS) have suggested that variants of the human ortholog of *ERK7* are associated with obesity (Li *et al*, 2012). Despite these pieces of evidence pointing to a role for ERK7 in nutrient signaling, its physiological role in metabolic control has not been previously addressed.

Here, we provide evidence that ERK7 acts as an anti‐anabolic regulator *in vivo* by inhibiting lipid storage and growth in *Drosophila* larvae. ERK7 acts tissue autonomously in the fat body, where it counteracts the downstream effectors of major anabolic nutrient sensors, mTOR and Mondo‐Mlx. Specifically, ERK7 regulates the subcellular localization of chromatin‐binding protein PWP1 and, consequently, downregulates the expression of the lipogenic TF gene *sugarbabe*. Through these downstream effectors, ERK7 downregulates anabolic processes that promote lipid storage and growth.

## Results

### ERK7 inhibits lipid storage in the fat body

In order to explore the physiological role of ERK7, we used Crispr/Cas9 to generate a null mutant *Drosophila* allele, *ERK7* ^1^ (Figs 1A and EV1A). Another line, which underwent the same screening process, but did not contain any mutations in the *ERK7* gene, was used as control. *ERK7* ^1^ animals were viable with no obvious morphological defects, but mutant males were fully infertile (Fig EV1B). Experiments with stage and density‐controlled larvae showed that *ERK7* ^1^ mutants displayed significantly elevated triacylglycerol (TAG) levels (Fig 1B). To test if ERK7 regulates lipid storage tissue autonomously, we used fat body‐specific (*CG‐GAL4*) depletion of ERK7 by two independent RNAi lines, which phenocopied the *ERK7* ^1^ mutant (Figs 1C and EV2A). In line with the TAG measurements, *ERK7* ^1^ mutant fat body cells contained significantly higher numbers of lipid droplets when compared to control tissue, while the mean size of the droplets was not affected (Figs 1D and E, and EV2B). To assess the specific impact of ERK7 on lipid storage, we performed lipidomic analysis with larvae fed [^13^C]glucose and detected the ratio of newly synthesized [^13^C]TAG or unlabeled TAG to phosphatidylethanolamine (PE) (i.e., storage lipid/membrane lipid). These elevated newly synthesized and long‐term TAG/PE ratios observed in the *ERK7* ^1^ mutant fat bodies (Fig 1F) imply specific increase of lipid storage.

**Figure 1:**
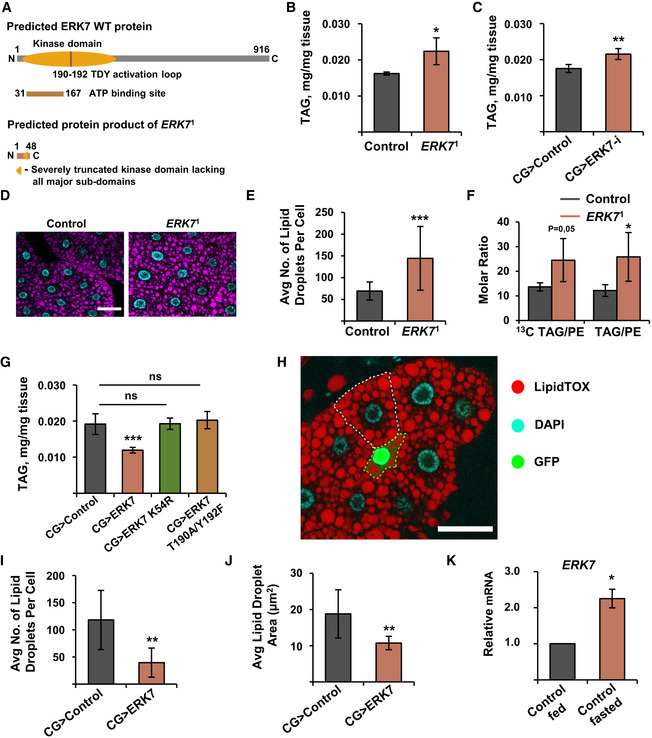
ERK7 inhibits lipid storage in the fat body ASchematic presentation showing the generation of *ERK7* ^1^ mutants by CRISPR/Cas9 targeting.B
*ERK7* ^1^ mutants have elevated triacylglycerol (TAG) levels (*N* = 4 replicates of ≥ 10 larvae/ replicate for each genotype).CFat body‐specific depletion of ERK7 by RNAi (BDSC 56939) leads to increased TAG levels (*N* = 4 replicates of 10 larvae/replicate for each genotype).DRepresentative immunofluorescent images of lipid droplet (LipidTOX) and nuclear (DAPI) staining in control and *ERK7* ^1^ mutant fat bodies of third instar larvae. Scale bar: 50 µm.E
*ERK7* ^1^ mutant fat body cells contain more lipid droplets than control cells (*N* = 30 cells for each genotype).FAfter fed [^13^C]glucose, the *ERK7* ^1^ mutant fat bodies display elevated [^13^C]TAG/PE and unlabeled TAG/PE molar ratios (measured by mass spectrometry‐based lipidomics, *N* = 3 replicates of 15 fat bodies/replicate, TAG = triacylglycerol, PE = phosphatidylethanolamine)GERK7 overexpression in the fat body results in reduced TAG levels, while kinase‐dead (K54R) and activation loop phosphorylation‐deficient (T190A/Y192F) mutants of ERK7 do not influence the TAG storage (*N* = 4 replicates of ≥ 10 larvae/replicate for each genotype).H–JERK7 expressing, GFP‐marked, fat body clone (H, marked by yellow dotted line; scale bar: 50 µm) contains less (I) and smaller (J) lipid droplets than control cells (marked by white dotted line), visualized by LipidTOX staining (*N* = 11 for control and 4 for ERK7 overexpression).KqRT–PCR‐based expression analysis of ERK7 from fat bodies of *w* ^1118^ larvae upon 6 h starvation. Expression of RP49 was used for normalization (*N* = 3 replicates of 10 fat bodies/replicate for each genotype). Data information: *N* stands for the number of biological replicates. Error bars display standard deviation (SD). ns: not significant, *P < 0.05, **P < 0.01, ***P < 0.001 (Student’s *t*‐test).

**Figure EV1:**
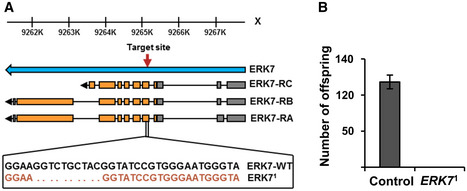
*ERK7* ^1^ mutant males are infertile Detailed presentation of the *ERK7* ^1^ mutation.Fertility assay for control and *ERK7* ^1^ male flies. *N* = 4 replicates of 10 male and 10 female flies/replicate for each genotype. Error bars display standard deviation (SD). Data information: *N* stands for the number of biological replicates. Error bars display standard deviation (SD). *P < 0.05, **P < 0.01, ***P < 0.001 (Student’s *t*‐test).

**Figure EV2:**
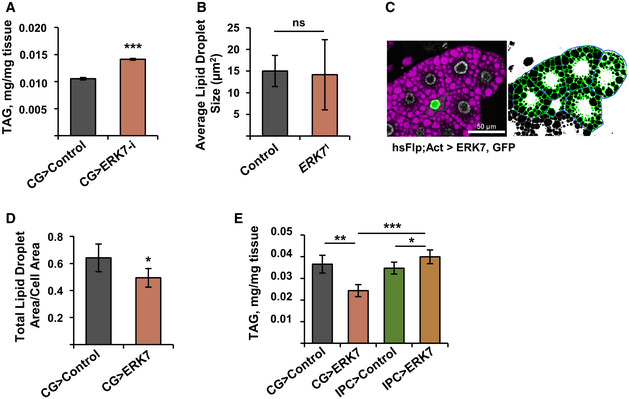
ERK7 inhibits lipid storage Knockdown of ERK7 by independent RNAi (VDRC v109661) leads to elevated larval triacylglycerol (TAG) levels (*N* = 3 replicates of ≥ 10 larvae/replicate for each genotype).Average lipid droplet size is unchanged in *ERK7* ^1^ mutants (*N* = 30).Representative image of lipid droplet quantification, using FIJI. Purple: LipidTOX, green: GFP.Total area of lipid droplets in ERK7 overexpressing clones, when normalized by cell area (*N* ≥ 4 cells per genotype).In contrast to CG>ERK7, ERK7 expression in the IPCs does not decrease organismal TAG levels (*N* = 4 replicates of ≥ 10 larvae/replicate for each genotype). Data information: *N* stands for the number of biological replicates. Error bars display standard deviation (SD). ns: not significant, *P < 0.05, **P < 0.01, ***P < 0.001 (Student’s *t*‐test).

Overexpression of ERK7 in the fat body (CG>ERK7) prominently (> 35%) reduced whole larval TAG levels (Fig 1G). This phenotype was dependent on ERK7 kinase activity and phosphorylation as expression of kinase‐dead (K54R) and activation loop phosphorylation‐deficient (T190A/Y192F) ERK7 mutants had no effect on TAG levels (Fig 1G). GFP‐marked ERK7 overexpressing fat body clones (Fig 1H; marked by a yellow dotted line) displayed significantly reduced number and size of lipid droplets when compared to the neighboring control cells (marked by a white dotted line) (Figs 1I and J, and EV2C). The total lipid droplet area was significantly reduced by ERK7, even when normalized to cell size (Fig EV2D). These data demonstrate that ERK7 is sufficient to cell autonomously inhibit TAG storage. The fat body‐specific role of ERK7 was further supported by the finding that ERK7 gene expression in the fat body is upregulated upon nutrient deprivation (Fig 1K). In contrast to fat body, expression of ERK7 in the insulin‐producing cells (IPCs) did not lead to reduced TAG stores, ruling out the involvement of insulin signaling in the regulation of lipid metabolism in this setting (Fig EV2E).

To further assess the regulation of lipid metabolism by fat body ERK7 overexpression, we analyzed the fatty acid compositions of the larval total lipids by gas chromatography–mass spectrometry. Fat body expression of ERK7 led to a significant reduction in the proportions of potentially *de novo* synthesized saturated fatty acids 14:0 and 16:0, which are direct products of fatty acid synthase (de Renobales & Blomquist, 1984), as well as monounsaturated fatty acids 16:1n‐7 and 18:1n‐9, which are formed during elongation and/or desaturation reactions immediately after synthesis (Fig 2A and B). In contrast, the proportions of 14:1n‐7, 16:1n‐9, and 14:1n‐9 fatty acid isomers were elevated in CG>ERK7 larvae (Fig 2A and B). To the best of our knowledge, *Drosophila* tissues do not have delta‐5 or delta‐7 desaturase enzymes, which would be required to directly synthesize these isomers (Shen *et al*, 2010; Helmkampf *et al*, 2015). Chain shortening by peroxisomal beta oxidation of the delta‐9 desaturated longer MUFAs, which is shown to be important for fatty acid metabolism in *Drosophila* (Faust *et al*, 2014), is the only documented process to produce the 14:1n‐7, 16:1n‐9, and 14:1n‐9 fatty acid isomers. To directly analyze the activity of lipid biosynthesis, we fed the larvae with ^13^C‐labeled glucose and analyzed the incorporation of the labeled carbons into the fat body TAG pool. Indeed, ERK7 fat body overexpression significantly reduced the glucose flux into fat body TAG stores (Fig 2C). Consistently, levels of circulating glucose were elevated in the CG>ERK7 larvae and reduced in *ERK7* ^1^ mutants (Fig 2D and E).

**Figure 2:**
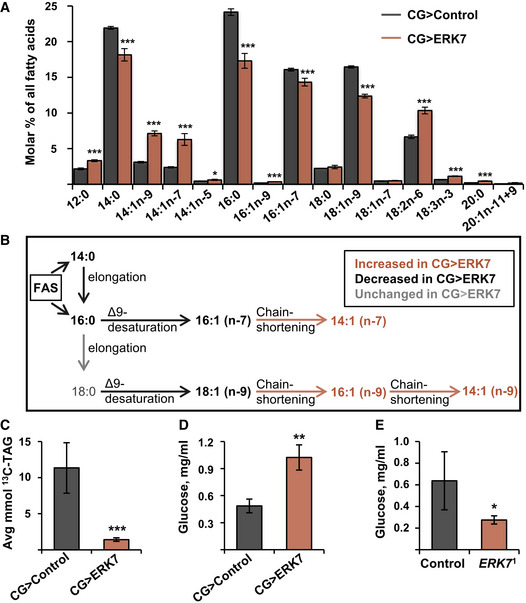
ERK7 overexpression inhibits lipid biosynthesis Fatty acid composition of total lipids in CG>control and CG>ERK7 larvae, measured by gas chromatography (*N* = 3 replicates of 15 larvae/replicate for each genotype).Schematic presentation of biosynthesis of fatty acids and their likely chain shortening by peroxisomal partial β‐oxidation.Amount of glucose‐derived [^13^C]‐labeled carbons incorporated into the TAG pool of control and CG>ERK7 fat bodies (*N* = 3 replicates of 15 fat bodies/replicate for each genotype and diet).Ectopic ERK7 expression in the fat body results in elevated hemolymph glucose levels (*N* = 3 replicates of 15 larvae/replicate for each genotype).Circulating glucose levels are decreased in *ERK7* ^1^ mutants (*N* = 4 replicates of 15 larvae/replicate for each genotype). Data information: *N* stands for the number of biological replicates. Error bars display standard deviation (SD). *P < 0.05, **P < 0.01, ***P < 0.001 (Student’s *t*‐test).

To get an unbiased view of ERK7‐regulated downstream processes, we analyzed global gene expression changes in *ERK7* ^1^ mutants during feeding and acute nutrient deprivation. RNAseq analysis was performed in non‐wandering 3^rd^ instar control and *ERK7* ^1^ mutant larvae that were grown either on regular fly food or following full fasting for 6 h. 

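RNA was isolated from male larvae of 4 groups, which were control fed, *ERK7* 1 mutant fed, control fasted and *ERK7* 1 mutant fasted larvae, and each group had 4 libraries. The methods of the paper place the transfer to fasting at 90 h AED, whereas the sample labels give 72 h, and both give 6 h of fasting. The authors trimmed the reads, mapped them with TopHat to the FlyBase R6.10 genome, counted them strand-specifically on annotated exons with HTSeq and removed genes with very low counts. They deposited linear values for 10459 genes in 16 libraries, scaled to the effective library size of edgeR's TMM method, and these values are called RPM here. Within each library 100% of the values were whole multiples of the value of 1 read, so the number of reads behind each value was recovered. Control fed libraries held 16482553 to 20057340 reads on these genes (median 19372821) and *ERK7* 1 mutant fed libraries 19206955 to 20601418 (median 19399949). The fasted libraries held 17142412 to 18314699 reads in control larvae (median 18248288) and 18648445 to 19594002 in mutants (median 19306671). The paper gives an average of 20 M clean reads per sample, a number from before mapping and counting, and the values here rest on the counted reads. A single read corresponded to 0.0472 to 0.0642 RPM, and a group whose libraries all held 3 reads or fewer was treated as not detected. For every comparison the values were used as log2(RPM + 1), which draws the fold changes of genes near 1 RPM towards 0. Differences were tested with limma in 1 model of the 4 group means over all 16 libraries, with Benjamini-Hochberg adjustment over the 10459 genes. A gene was called at an adjusted p under 0.05. Fold changes are given as log2 values with their standard error (SE) from limma, and levels as mean RPM ± SD. The difference between replicate libraries was far larger than sampling noise, with a chi-square per degree of freedom of 12.1 to 50.95 over the 24 pairs within groups, so errors were taken from the replicates and not from the read counts. In a principal component analysis the first component held 44.4% of the variance and separated fed from fasted libraries. The second component held 36.2% and separated the genotypes, with control fasted replicate 1 nearest to the mutants among the control libraries.

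**Figure D1:**
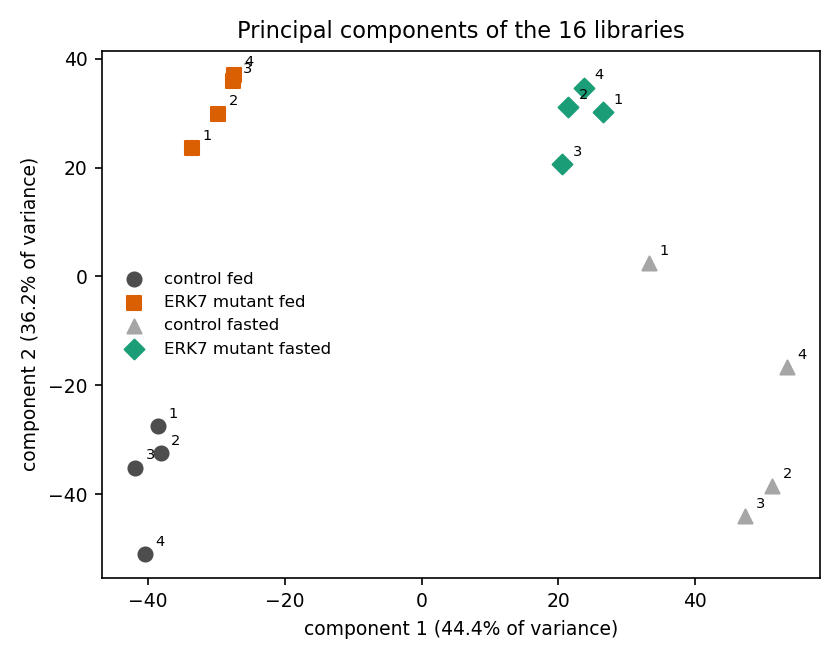
Principal component analysis of log2(RPM + 1) over 10459 genes, with the first component (44.4% of the variance) on the x axis and the second (36.2%) on the y axis. Each point is 1 of the 16 libraries, 4 per group, with its replicate number, and control fasted replicate 1 lies at 2.46 on the second component where the other control libraries lie between -51.004 and -16.7.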

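In control larvae, 3370 genes were lower and 3922 genes were higher after fasting than in fed animals, together 69.7% of the genes tested, and the median log2 fold change of all genes was 0.10. After quantile normalization 3471 genes were lower and 3113 higher, so which direction held more genes depended on the scaling. In fasted larvae, 2187 genes were lower and 2491 genes higher in *ERK7* 1 mutants than in control, together 44.7%. Requiring an absolute log2 fold change above 0.5 as well left 2136 lower and 2568 higher genes for fasting and 867 and 1397 for the loss of ERK7. The second comparison also depended on replicate 2, without which 1195 genes were lower and 934 higher in fasted mutants. With the mean log2 level of a list of testis genes as a further term, 800 genes were lower and 560 higher in fasted mutants. That level correlated with genotype (r = 0.81), so a different composition of the libraries cannot be told apart from a loss of power. The largest fall among genes above the median level was that of *Lsp1beta* (FBgn0002563), a larval serum protein gene on chromosome arm 2L from 898500 to 901316 in the release 6 assembly. Its level was 6972 ± 3881 RPM (SD, n = 4) in control fed and 37.8 ± 67.7 RPM (SD, n = 4) in control fasted larvae, a log2 fold change of -9.10 (SE 0.90, limma adjusted p = 3.89e-07). Fasted mutants held 3379.6 ± 1213 RPM (SD, n = 4) of the same transcript, 8.18 higher on the log2 scale than fasted controls (SE 0.90, limma adjusted p = 2.30e-05). Fed mutants held 28998 to 37104 RPM of *Lsp1beta*, so it fell upon fasting in mutants as well, from a higher level than in controls. The next largest falls upon fasting in controls were those of *CG13360* and *Lsp1alpha*, with log2 fold changes of -6.09 and -5.73. The largest rise on the log2(RPM + 1) scale was that of *CG6271* (FBgn0039476, chromosome arm 3R, 27024968 to 27026109), from 4.52 ± 1.64 to 859.6 ± 129 RPM (SD, n = 4 each), a log2 fold change of 7.32 (SE 0.31, limma adjusted p = 8.82e-11). *Drs* and *Sirup* followed with 6.71 and 5.82. *Drs* rose from a mean of 0.231 to 151 RPM, so its place below *CG6271* rests on the added 1 RPM. Among genes lower in fasted mutants, the cuticle protein gene *TwdlN* (FBgn0039441, chromosome arm 3R, 26631869 to 26632956) changed most, from 1428 ± 739 RPM in control to 25.1 ± 5.00 RPM in mutants (SD, n = 4 each). Its log2 fold change was -5.51 (SE 0.43, limma adjusted p = 3.17e-06) and lay between -6.23 and -5.26 when each replicate number was left out in turn, although control fasted replicate 1 held only 335 RPM where the other control libraries held 1685 to 1962 RPM. *Cpr64Ad* and *CG14569* were lower with log2 fold changes of -5.20 and -4.86, and the exons of *CG14569* share bases with 1 other gene on the same strand. *Lsp1alpha* and *Lsp1gamma* were higher in fasted mutants by 6.35 and 4.42 on the log2 scale. Their values were uneven within groups, with 1.64 RPM of *Lsp1alpha* in control fasted replicate 1 against 0.580 to 0.662 RPM in the other 3, and 8842 RPM of *Lsp1gamma* in mutant fasted replicate 3 against 12845 to 12961 RPM. Several of these genotype differences were not limited to fasting. Between fed mutants and fed controls the log2 fold changes were 6.96 for *Lsp1alpha*, -5.78 for *Cpr64Ad* and -4.56 for *TwdlN*.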

For an overview of the impact of ERK7 on fasting‐induced gene expression changes, the data were visualized on a four‐way plot displaying comparisons of fed vs. fasted (control animals), as well as control vs. *ERK7* ^1^ mutant (fasted conditions) (Fig 3A). This revealed an inverse correlation between genes responding to nutrient deprivation and to the loss of ERK7: 30 and 39% of fasting inhibited and activated genes, respectively, were less regulated in *ERK7* ^1^ mutants (Fig 3B). 

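Of the 3370 genes lower in fasted than in fed control larvae, 1028 (30.5%) were higher in fasted *ERK7* 1 mutants than in fasted controls and 299 (8.87%) were lower. Among all genes tested, 23.8% were higher in fasted mutants. Of the 3922 genes higher upon fasting, 1439 (36.7%) were lower in fasted mutants and 713 (18.2%) were higher, against 20.9% lower among all genes. In the authors' deposited table the corresponding shares were 30.1% and 39.1%. Across genes, which are not independent replicates, the moderated t statistics of the 2 comparisons had a Pearson r of -0.37 and a Spearman rho of -0.36. The r computed from the authors' deposited table was -0.38, and the log2 fold changes gave -0.33. Both comparisons use the same control fasted libraries, which by itself can pull r below 0. In 100 simulations with the fasting effect kept and no effect of genotype, r averaged -0.04 and ranged from -0.45 to 0.36, and 2 were as low as the observed value. With neither effect, r averaged -0.48. When 2 control fasted libraries served one comparison and the other 2 the other, the 6 ways of dividing them gave r from -0.16 to -0.43 and shares of 16.8 to 26.7% and 25.2 to 34.7%. An added log2 fold change minimum of 0.5 lowered the first share to 12.4% and the second to 22.0%. Without replicate 2 the shares were 17.9% and 21.8%. An opposite call in fasted mutants is not by itself a smaller response, so the difference between the fasting responses of the 2 genotypes was tested directly as an interaction. It was called in the attenuating direction for 653 (63.5%) of the 1028 genes and for 650 (45.2%) of the 1439 genes. Regardless of the level in fasted mutants, the response was attenuated for 1644 (48.8%) of the genes lower and 1179 (30.1%) of the genes higher upon fasting. For 150 and 337 of the overlapping genes the mutants differed in the same direction when fed and no interaction was called. The slope of the mutant on the control fasting log2 fold changes across genes was 0.49, with r = 0.70. The same control libraries select these genes and enter the interaction, which by itself pushes it towards attenuation. In a check chosen after seeing the data, genes were selected on 2 fed and 2 fasted controls and the interaction was tested with the other 2 and 2. Over the 36 divisions the response was then attenuated for 33.3 to 47.6% of the genes lower and 12.3 to 29.1% of the genes higher upon fasting, and amplified for 0.673 to 3.12% and 0.775 to 3.34%. The slope on the selecting controls was 0.42 to 0.54 for mutants and 0.77 to 1.10 for the other controls.

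**Figure D2:**
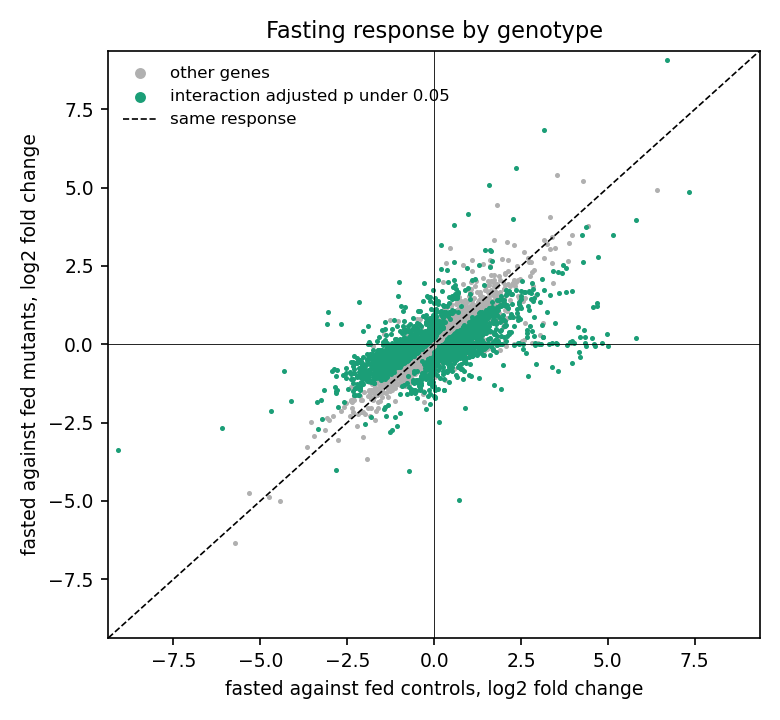
Fasting response (log2 fold change, fasted against fed) of each of 10459 genes in control larvae on the x axis and in *ERK7* 1 mutants on the y axis. The points follow a slope of 0.49, shallower than the line of equal responses.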

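Gene groups were tested with limma's camera (preset correlation between genes of 0.01) on 11 lists of gene symbols written in advance, and the adjusted p covers these lists. The databases used in the paper were not used here. In fasted larvae, 6 lists differed between *ERK7* 1 mutants and control, and fry, a test that uses the correlation in the data, called 5 of these and 2 more. The same comparison of other divisions of the 8 fasted libraries reached 6 lists in 5 of the 35 possible divisions, the real one included. The median over the 35 divisions was 4 lists, so a camera call does not by itself set the real groups apart. Genes of protein processing in the endoplasmic reticulum were higher in mutants by a median log2 fold change of 0.56 (20 genes, camera adjusted p = 6.15e-08). Of these, 17 were called higher over all genes tested and 18 when adjusted over the list alone. *N*-glycan synthesis genes were higher by a median of 0.31 (12 genes, camera adjusted p = 0.0116), with 8 called higher under either adjustment. Mitochondrial ribosomal protein genes were lower, with a median of -0.12 (66 genes, camera adjusted p = 0.000324), with 18 called lower over all genes and 14 when adjusted over the list alone. Cytosolic ribosomal protein genes had a median of -0.10 (83 genes, camera adjusted p = 0.0316), which did not pass with fry (0.126) or after quantile normalization (camera 0.911). Ribosome biogenesis genes were not called as a list by camera between fasted mutants and fasted controls, with a median of -0.11 (12 genes, camera adjusted p = 0.370). Glutathione S-transferase genes had a median of 0.08 (29 genes, camera adjusted p = 0.338), and genes of the late last instar a median of 4.42 (5 of 14 listed genes measured, camera adjusted p = 0.0602). The median and the largest value of the late last instar list are those of *Lsp1gamma* and *Lsp1beta*. In that list 3 genes were called higher and 1 lower. The transferase and late last instar lists were called by fry, with adjusted p = 0.000807 and 8.89e-06. When the fasting responses of mutants and controls were compared, 7 lists were called by both tests. Over 100 draws of the genotype labels within each diet, the real one included, camera called a median of 4 lists. Upon fasting, ribosome biogenesis genes changed by a median of -1.73 in control larvae and -0.31 in mutants, a difference of 1.44 (camera adjusted p = 8.02e-13). All 12 of these genes were called for this difference, under either adjustment. The difference was 0.68 for mitochondrial ribosomal protein genes (camera adjusted p = 8.70e-25), 0.66 for the endoplasmic reticulum list (7.02e-08), 0.54 for *N*-glycan synthesis (0.000522) and 0.35 for cytosolic ribosomal protein genes (3.88e-11). Such differences can come from the fed as well as from the fasted libraries. In fed larvae the ribosome biogenesis genes were lower in mutants, with a median of -1.45 (camera adjusted p = 3.89e-11), and no difference of the endoplasmic reticulum list was called (median -0.10, camera adjusted p = 0.555).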

Gene set enrichment analysis revealed that ERK7 controls many gene groups involved in growth and metabolism (Fig 3C). 

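Genes whose products are located on lipid droplets or control their size were taken as a list of 11, and genes of fatty acid synthesis as a list of 10, since the gene ontology annotation was not used here. The lipid droplet list had a median log2 fold change of 0.03 between fasted *ERK7* 1 mutants and fasted controls (camera adjusted p = 0.411, fry adjusted p = 0.0719). Members changed in both directions, with 5 called higher and 3 lower over all genes as well as adjusted over the list alone. The genes called higher were *Lsd-1*, *Seipin*, *Lsd-2*, *Cct1* and *Jabba*, and those called lower *bmm*, *Lpin* and *mdy*. *Lsd-1* (FBgn0039114, chromosome arm 3R, 23763857 to 23766662), which encodes a perilipin, had 64.6 ± 15.2 RPM (SD, n = 4) in fasted controls and 328 ± 120.1 RPM (SD, n = 4) in fasted mutants, a log2 fold change of 2.27 (SE 0.23, limma adjusted p = 1.45e-05). *Seipin* (FBgn0040336, chromosome X, 2619799 to 2622140) rose from 31.6 ± 2.06 to 149 ± 71.2 RPM (SD, n = 4 each), a log2 fold change of 2.08 (SE 0.23, limma adjusted p = 2.27e-05). Every mutant library lay above every control library for both genes, where random labels keep 2 groups of 4 apart, in either direction, in 2.86% of cases. *Lsd-2*, *Cct1* and *Jabba*, singled out here after their values were seen, were higher by 0.54, 0.52 and 0.45 on the log2 scale, and *Lpin* and *mdy* had log2 fold changes of -0.49 and -0.27. The fatty acid synthesis list had a median of 0.09 (camera adjusted p = 0.411). Its called members, *Desat1* and *Zw*, were higher in mutants by 0.36 and 0.44 under both adjustments. The list of 11 lipid synthesis and storage genes of Fig 3D was higher in fasted mutants by a median of 0.83 (camera adjusted p = 1.58e-06), and all 11 genes were called higher over all genes and when adjusted over the list alone. The calls over all genes were lost for *ATPCL* without any 1 of the replicate numbers (limma adjusted p at most 0.106), for *fabp* and *CG4830* without replicate 2, 3 or 4 (at most 0.109 and 0.0724) and for *Elo68beta* without replicate 1 or 4 (at most 0.131). The study selected that list on these same libraries, so the adjustment over the list alone is not independent evidence. With a pseudocount of 0.1 in place of 1 this median was 1.18, and edgeR's quasi-likelihood test on the recovered reads, chosen after seeing the data, moved it most, to 1.25.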

Consistent with the phenotypic data, the analysis revealed significantly elevated expression of genes belonging to GO terms “lipid particle” and “regulation of lipid storage” in *ERK7* ^1^ mutants. 

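In control larvae all 11 lipid synthesis and storage genes of Fig 3D were lower after fasting, with a median log2 fold change of -1.61 (camera adjusted p = 1.28e-05). In *ERK7* 1 mutants the median was -0.77, with 7 genes called lower and 1 higher. Of these calls, that of *bgm* (-0.33) was lost without replicate 1 or 4 (limma adjusted p at most 0.202). The difference between the responses had a median of 0.84 (camera adjusted p = 1.33e-05) and was above 0 for all 11 genes. It was called for 9 genes over all genes tested and for 9 adjusted over the list alone, a list that the study chose on these samples. In 3 of 100 random draws of the genotype labels within each diet, the real one included, the median was as far from 0. *Seipin* had a log2 fold change of -1.03 in control and 1.54 in mutant larvae, a difference of 2.57 (limma adjusted p = 5.04e-05). *Lsd-1* changed by -2.05 in controls and by 0.44 in mutants, where the change was called only without replicate 1 (0.77), a difference of 2.49 (limma adjusted p = 7.31e-05). The acyl-CoA synthetase gene *bgm* (FBgn0027348, chromosome arm 2L, 14013004 to 14019328) fell from 874 ± 62.0 to 335 ± 35.3 RPM in control and from 749 ± 68.6 to 599 ± 99.6 RPM in mutant larvae (SD, n = 4 each). Its difference in response was 1.05 (SE 0.16, limma adjusted p = 0.000191). *ATPCL* (FBgn0020236, chromosome arm 2R, 15993531 to 16001290) had log2 fold changes of -3.21 in control and -2.39 in mutant larvae, a difference of 0.82 (SE 0.21, limma adjusted p = 0.00823). Its transcript was 129 ± 22.8 RPM in fasted controls and 173 ± 40.7 RPM in fasted mutants (SD, n = 4 each), and this difference was no longer called when any 1 replicate number was left out. *CG4729*, listed in current annotation as *Agpat3*, changed by -1.61 in control and -0.77 in mutant larvae, a difference of 0.84 (limma adjusted p = 0.00280), although 1 of the fasted mutant libraries held 129.8 RPM and the other 3 held 190 to 205 RPM. *Pgd* and *CG4830* changed by -3.27 and -4.13 in control and by -1.77 and -1.81 in mutant larvae. No difference in response was called for the lipid chaperone *fabp* (0.29, limma adjusted p = 0.366), whose exons share bases with 1 gene on the same strand, or for the elongase gene *Elo68beta* (0.43, limma adjusted p = 0.283). Without replicate 1, 2, 3 or 4 in turn, the adjusted p of the difference stayed under 0.05 except for *CG9459*, *CG8534* and *CG4830*, where the highest values were 0.0563, 0.0907 and 0.0984. Single libraries also lay apart from their group in 3 genes, namely replicate 2 of the fed controls for *CG4830* (662 RPM), replicate 2 of the fasted controls for *CG8534* (2.85 RPM) and replicate 3 of the fed mutants for *CG8534* (24.7 RPM) and *Elo68beta* (2.79 RPM).

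**Figure D3:**
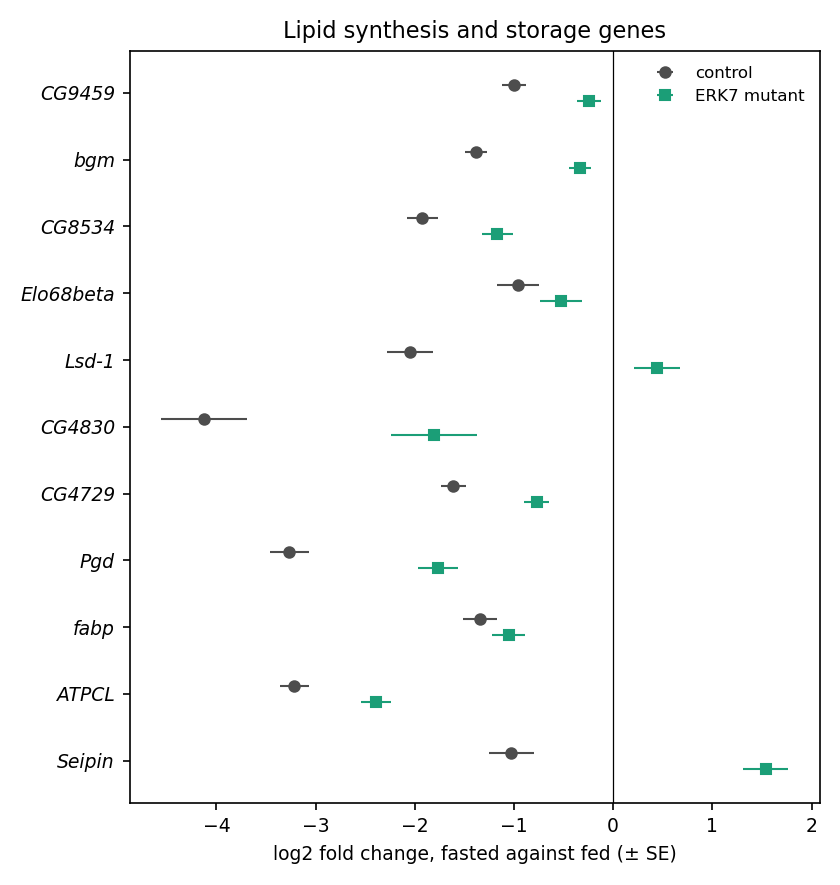
Fasting response (log2 fold change, fasted against fed, ± SE) of the 11 lipid synthesis and storage genes in control larvae and in *ERK7* 1 mutants, with 4 libraries per group. The values of all 11 genes are higher in mutants, by 0.29 for *fabp* up to 2.57 for *Seipin*.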

A number of lipid synthesis and storage‐related genes displayed attenuated downregulation upon fasting in *ERK7* ^1^ mutants (Fig 3D). Several of these genes, such as *seipin*, *agpat3*, *ATPCL*, and a lipid chaperone *fabp* were downregulated upon ERK7 fat body overexpression in fed animals (Fig 3E). Conversely, fasting‐induced upregulation of lipases, such as *CG34448* and *Lip4*, was attenuated in *ERK7* ^1^ mutants (Fig 3D). Expression of these genes was upregulated in the ERK7 overexpressing fat bodies of fed larvae (Fig 3F). Collectively, the ERK7‐dependent gene expression changes are consistent with its observed role as a negative regulator of lipid storage.

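The 9 lipid catabolism genes of Fig 3D were all higher upon fasting in control larvae, by a median log2 fold change of 1.57, and all 9 were called (camera adjusted p = 0.000643). These calls were lost for *CG31871* (0.44) without any 1 of the replicate numbers (limma adjusted p at most 0.0763), for *CG34448* without replicate 3 or 4 (at most 0.0900) and for *CG6472* without replicate 3 (0.0691). In *ERK7* 1 mutants the median was 0.57, with 6 genes called higher, of which *CG31089* was not called without replicate 3 (limma adjusted p = 0.163). The median of 8 genes was 0.65 when *CG34448*, which was not detected in fed mutants, was left out. The difference between the responses had a median of -0.83 (camera adjusted p = 0.00146), and 4 genes were called for it over all genes as well as adjusted over the list alone. Like the synthesis genes, this list was chosen by the study on these libraries, and 3 of 100 draws of the genotype labels, the real one included, gave a median as far from 0. *CG34448* (FBgn0085477, chromosome arm 2L, 2416792 to 2417965) was low in all groups. Its level was 0.329 ± 0.173 RPM in control fed and 1.36 ± 0.82 RPM in control fasted larvae (SD, n = 4 each), a log2 fold change of 0.75 (SE 0.22, limma adjusted p = 0.00788). Replicate 1 of the fasted controls held 3 reads, or 0.159 RPM, and the other 3 libraries held 1.60 to 2.04 RPM. In fed mutants no library held more than 1 read, so that control fed larvae had an at least 1.71-fold higher level, and in fasted mutants the level was 0.0711 ± 0.112 RPM (SD, n = 4). The difference between the fasting responses of *CG34448* was -0.69 (SE 0.31, limma adjusted p = 0.103). This result rested on replicate 1, without which the difference was -1.02 (limma adjusted p = 0.000287, the lowest over all alternatives, which reached 0.850). *Lip4* (FBgn0032264, chromosome arm 2L, 10527572 to 10531778) rose from 0.486 ± 0.085 to 7.34 ± 0.59 RPM in control and from 1.12 ± 0.33 to 5.85 ± 1.24 RPM in mutant larvae (SD, n = 4 each). The log2 fold changes were 2.49 and 1.69 (SE 0.13 each), and their difference was -0.80 (SE 0.18, limma adjusted p = 0.00399). It stayed between -0.85 and -0.75 when each replicate number was left out, but was not called after quantile normalization (-0.32, adjusted p = 0.278). Between fasted mutants and fasted controls, *Lip4* had a log2 fold change of -0.30 that was not called over all genes (limma adjusted p = 0.0689) but was called lower when adjusted over the list alone, while fed mutants had more of it than fed controls (0.50, limma adjusted p = 0.00432). The strongest attenuation was that of *bmm* (FBgn0036449, chromosome arm 3L, 14776496 to 14786412), which rose from 27.7 ± 3.37 to 287 ± 31.1 RPM in control and from 42.7 ± 8.58 to 130.0 ± 40.4 RPM in mutant larvae (SD, n = 4 each), a difference of -1.77 (SE 0.26, limma adjusted p = 0.000163). Replicate 2 of the fasted mutants, at 190.3 RPM, lay apart from the others at 105 to 113 RPM. *CG4586* and *CG18641* were called as well, with differences of -1.31 and -0.90 (limma adjusted p = 4.58e-05 and 0.00681), although the latter was not called without replicate 2 or 4 (at most 0.0931), after quantile normalization (0.0614) or with limma-voom (0.149). The responses of *CG6472*, *CG31089* and *CG31871* were smaller in mutants without being called (limma adjusted p = 0.142, 0.0746 and 0.360), although *CG6472* was called without replicate 1 (0.0162) and *CG31089* without replicate 4 (0.0368). *CG31089* was also called with DESeq2 (adjusted p = 0.0408), and its limma adjusted p reached 0.385 without replicate 2. *CG6847* rose equally in both genotypes, with a difference of 0.01 (limma adjusted p = 0.965) whose sign changed under quantile normalization (-0.04).

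**Figure D4:**
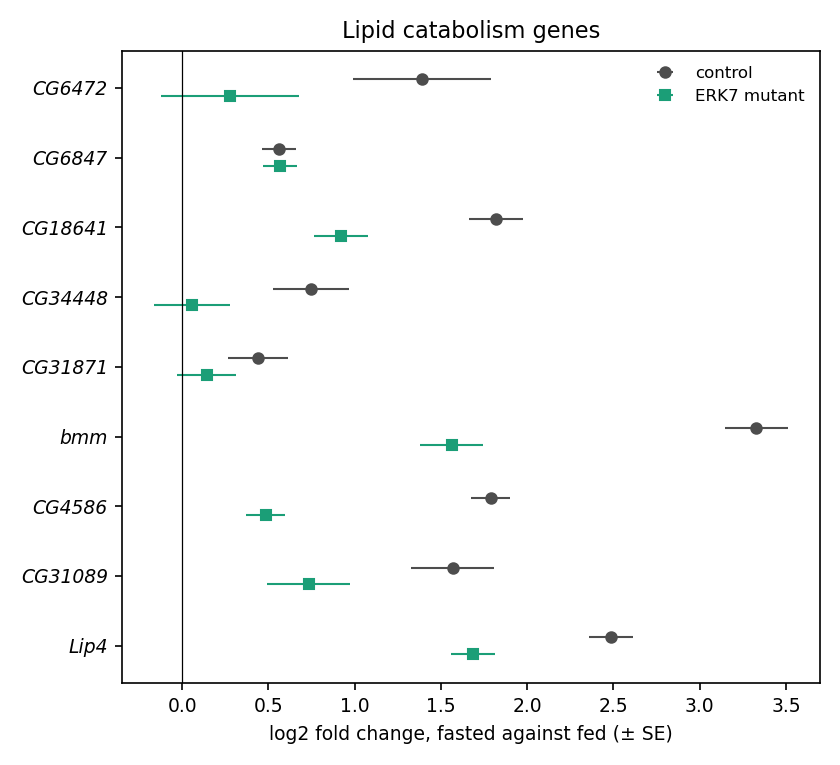
Fasting response (log2 fold change, fasted against fed, ± SE) of the 9 lipid catabolism genes in control larvae and in *ERK7* 1 mutants, with 4 libraries per group. The responses of 8 genes are smaller in mutants, by up to -1.77 for *bmm*, and that of *CG6847* differs by 0.01.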

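Between fed *ERK7* 1 mutants and fed controls, the lipid synthesis and storage genes of Fig 3D were not called as a list by camera (median log2 fold change -0.22, camera adjusted p = 0.831), with *ATPCL* called lower (-0.41) and *CG8534* higher (0.60). When adjusted over the list alone, only *CG8534* was called. The catabolism list had a median of -0.37 between them (camera adjusted p = 0.831), or -0.52 with *CG34448* at its bound, and 3 of its genes were called in each direction under either adjustment. Those called lower were *CG6847*, *CG18641* and *CG31871*, with log2 fold changes of -0.71, -0.52 and -0.88, and those called higher were *bmm*, *CG4586* and *Lip4*. This median turned to 0.23 when genes under the 25th percentile of level were removed, which left 4 of the 9 genes, and was -0.26 with only *CG34448* left out. With the mean log2 level of a list of testis genes as a further term, it was 0.61 over all 9 genes (camera adjusted p = 0.302). In fasted larvae the catabolism list was lower in mutants, with a median of -1.05 (camera adjusted p = 1.00e-05), with 8 of 9 genes called over all genes and 9 adjusted over the list alone. This median is that of *CG34448*, which held 0 to 5 reads in fasted mutants, so its size depends on the added 1 RPM. The mean of the list was -1.04. The call over all genes for *CG31089* (-0.82) was lost without replicate 1, 2 or 3 (limma adjusted p at most 0.117), and its log2 fold change ranged from -1.13 to -0.59 over the 4 fits without one replicate. The study chose this list on these same libraries, so neither the median nor the list-wide adjustment is independent evidence. From the weaker fasting response of these genes in mutants and the change of several of them upon ERK7 overexpression in fat body, the paper proposes that the ERK7-dependent changes in expression go along with a role of ERK7 as a negative regulator of lipid storage.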

**Figure 3:**
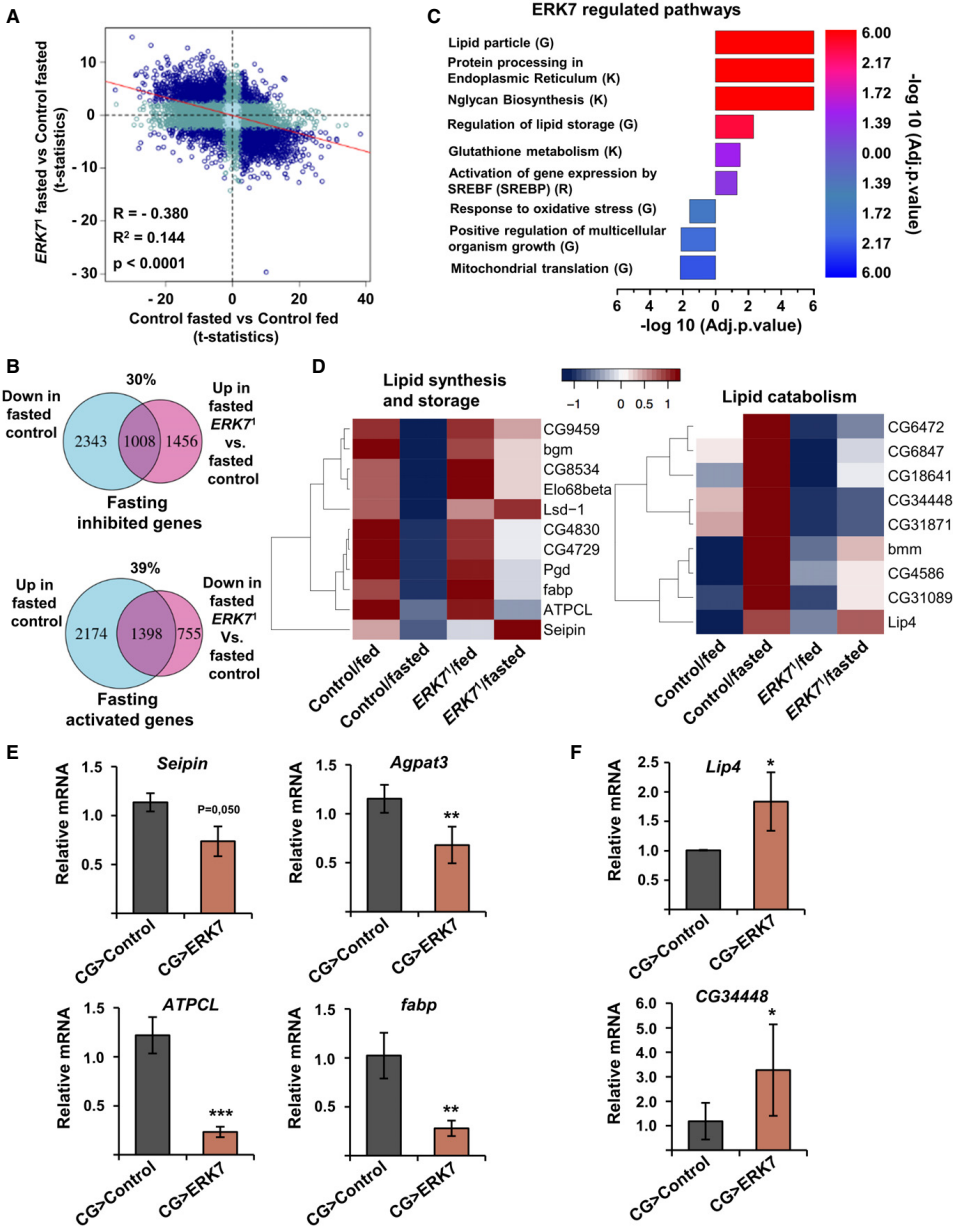
ERK7 regulates lipid metabolism gene expression AFour‐way plot (*t*‐statistics) presenting the ERK7‐dependent fasting‐responsive genes (adj.*P*.val < 0.05). Dark blue indicates significant in both comparisons; dark turquoise, significant in one comparison; light turquoise, not significant.BVenn diagrams of the fasting‐downregulated/ERK7‐dependent transcriptome (adj.*P*.val < 0.05) and fasting upregulated/ERK7‐dependent transcriptome (adj.*P*.val < 0.05).CBar plots of selected ERK7‐regulated pathways with overrepresentation of significantly changing genes (adj.*P*.val < 0.05, LFC < −0.5 or LFC > 0.5). The bar plot shows enrichment (−log 10 adj.*P*.val, generated by R/Bioconductor piano package). Blue color denotes downregulated in mutants and red denotes upregulated in mutants. G—Gene Ontology (GO), K—KEGG Pathway, R—Reactome Pathway Database.DHeatmaps displaying expression patterns of selected genes involved in lipid anabolism and lipid catabolism. Color key displays scaled log_2_ gene expression.E, FExpression analysis of *Seipin, Agpat3, ATPCL, fabp, Lip4, and CG34448* by qRT–PCR. RP49 was used for normalization (*N* = 3 replicates of ≥10 larvae/replicate for each genotype). Data information: *N* stands for the number of biological replicates. Error bars display standard deviation (SD). *P < 0.05, **P < 0.01, ***P < 0.001 (Student’s *t*‐test).

### Fat body ERK7 inhibits growth tissue autonomously and systemically

In parallel to the metabolic phenotypes, we observed that ERK7 also regulates growth. *ERK7* ^1^ mutant larvae displayed accelerated larval growth rate, as evidenced by increased body weight at 72 h after egg deposition (Fig 4A) and earlier pupariation compared to the control larvae (Fig 4B). No changes in the pupal volume were observed (Fig EV3A). When animals are fed on a limited nutrient source, wild‐type animals do not grow further in order to preserve their energy. In contrast, *ERK7* ^1^ mutants failed to cease their growth upon 24 h of fasting (Fig 4C), which coincided with reduced survival of *ERK7* ^1^ mutant larvae upon fasting (Fig 4D). Fat body‐specific depletion of ERK7 by two independent RNAi lines also led to a moderate increase in the larval growth rate (Figs 4E and F, and EV3B), but had no impact on pupal volume (Fig EV3C), phenocopying *ERK7* ^1^ mutants. Fat body‐specific overexpression of ERK7 (CG>ERK7) led to developmental delay (Fig 4G and H) and substantial (> 20%) reduction of pupal volume (Fig 4I). ERK7 expression in the fat body inhibited growth to a similar extent as the expression in the IPCs (Fig EV3D). This growth inhibition required ERK7 kinase activity and phosphorylation, as evidenced by the observation that expression of kinase‐dead (K54R) and activation loop phosphorylation‐deficient (T190A/Y192F) mutants of ERK7 in the fat body did not influence growth (Fig 4H and I).

**Figure 4:**
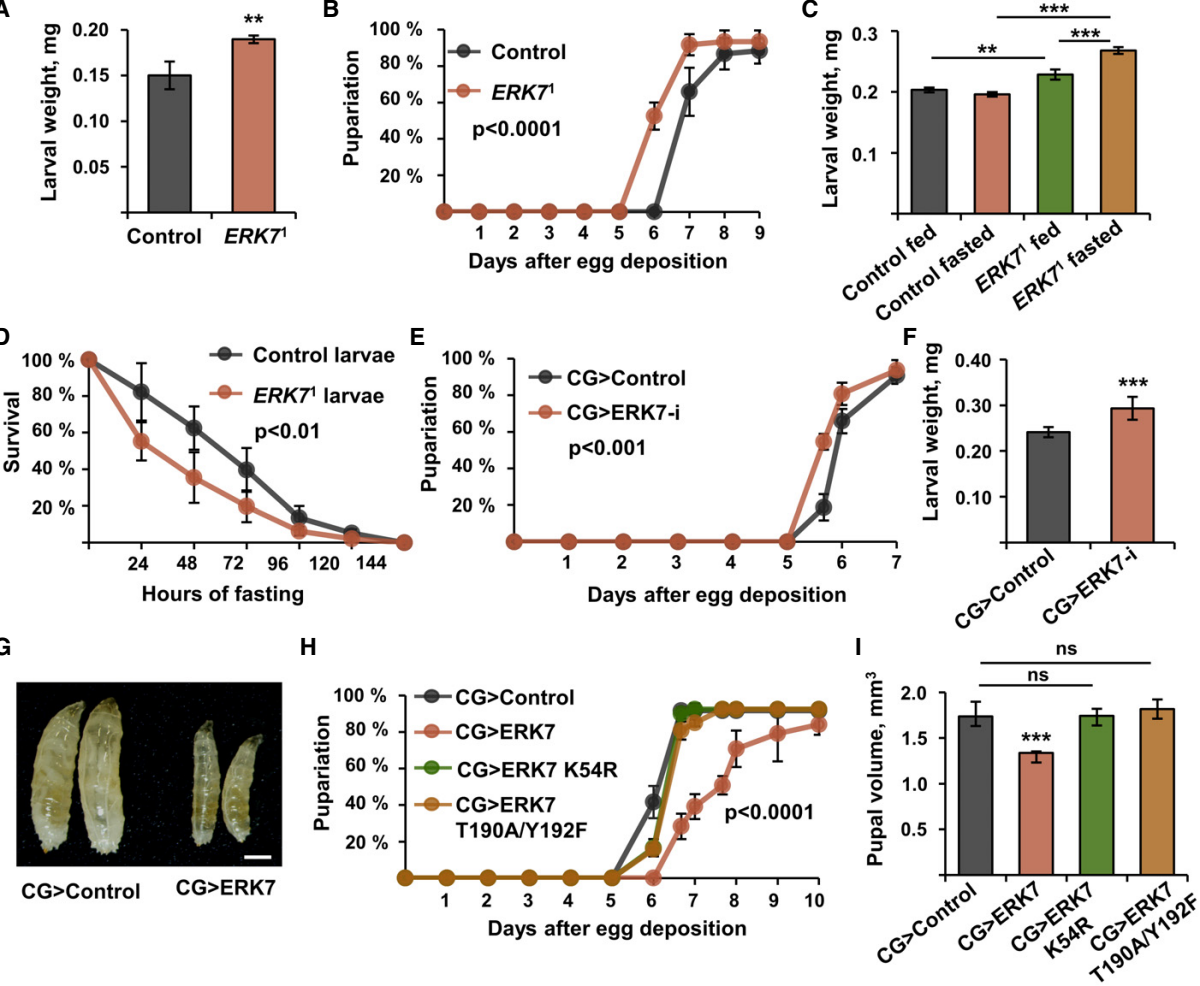
Fat body ERK7 inhibits cell autonomous and systemic growth AWeight of control and *ERK7* ^1^ mutant larvae at 72 h after egg deposition (AED) (*N* = 4 replicates of 12 larvae/replicate for each genotype).BPupariation kinetics of control and *ERK7* ^1^ mutants (*N* = 4 replicates of 30 larvae/replicate for each genotype). *P* < 0.0001, analyzed by Log‐rank test.C
*ERK7* ^1^ mutants fail to suppress growth upon 24 h of starvation (*N* ≥ 4 replicates of 15 larvae/replicate for each genotype).D
*ERK7* ^1^ mutant larvae (*N* = 4 replicates of 24 larvae/replicate for each genotype, *P* < 0.01 analyzed by Log‐rank test) are sensitive to nutrient deprivation.E, FFat body‐specific knockdown of ERK7 by RNAi (BDSC 56939) leads to a moderately accelerated pupariation rate (E, *P* < 0.001 analyzed by Log‐rank test, *N* = 8 replicates of 30 larvae/replicate for each genotype) and an increase in larval weight at 72 h AED (F, *N* = 5 replicates of 15 larvae/replicate for each genotype).GA representative image showing that fat body‐specific overexpression of ERK7 by the *CG‐GAL4* driver (CG>ERK7) impairs larval growth. Scale bar: 0.5 mm.HEctopic expression of ERK7 leads to delayed pupariation (*P* < 0.0001, analyzed by Log‐rank test), while kinase‐dead (K54R) and activation loop phosphorylation‐deficient (T190A/Y192F) mutants of ERK7 do not influence pupariation rate (*N* = 4 replicates of 30 larvae/replicate for each genotype).IIn contrast to ERK7 wt, kinase‐dead (K54R) and activation loop phosphorylation‐deficient (T190A/Y192F) mutants of ERK7 do not influence the pupal volume (*N* = 4 replicates of 10 pupae/replicate for each genotype). Data information: *N* stands for the number of biological replicates. Error bars display standard deviation (SD). **P < 0.01, ***P < 0.001, ns—not significant (Student’s *t*‐test).

**Figure EV3:**
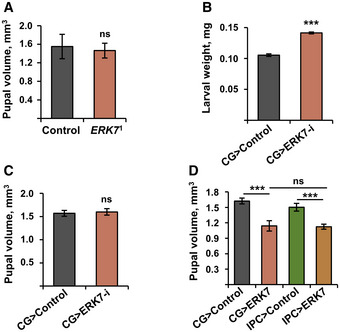
ERK7 inhibits growth Pupal volumes of control and *ERK7* ^1^ mutant animals (*N* = 4 replicates of 10 pupae/replicate for each genotype).Knockdown of ERK7 by independent RNAi (VDRC v109661) leads increased larval weight at 72 h AED (*N* = 3 replicates of ≥ 10 larvae/replicate for each genotype).Fat body‐specific knockdown of ERK7 by RNAi (BDSC 56939) does not impact on pupal volume (*N* = 6 replicates of 10 pupae/replicate for each genotype).Ectopic ERK7 expression in the fat body (CG‐Gal4) or IPCs (dILP2‐Gal4, UAS‐GFP) leads to comparable reduction in pupal volume (*N* = 4 replicates of 10 pupae/replicate for each genotype). Data information: *N* stands for the number of biological replicates. Error bars display standard deviation (SD). ns: not significant, ***P < 0.001 (Student’s *t*‐test).

Consistent with the increased growth rate, *ERK7* ^1^ mutant fat body cells displayed increased nuclear size (Fig 5A and B) as well as increased relative size of the nucleolus (Fig 5C). To explore if ERK7 is sufficient to inhibit growth in a cell autonomous manner, we induced GFP‐marked fat body clones with ERK7 overexpression. The nuclei of the ERK7‐expressing cells were significantly smaller in size (Fig 5D and E). The ERK7‐expressing clones also displayed a reduced relative size of the nucleolus (Fig 5F). In line with the impaired growth and reduced nucleolar size, quantitative RT–PCR analysis showed inhibited expression of fat body ribosomal RNA products (rRNA) of RNA polymerases I (Fig 5G) and III (Fig 5H) upon ERK7 fat body overexpression.

**Figure 5:**
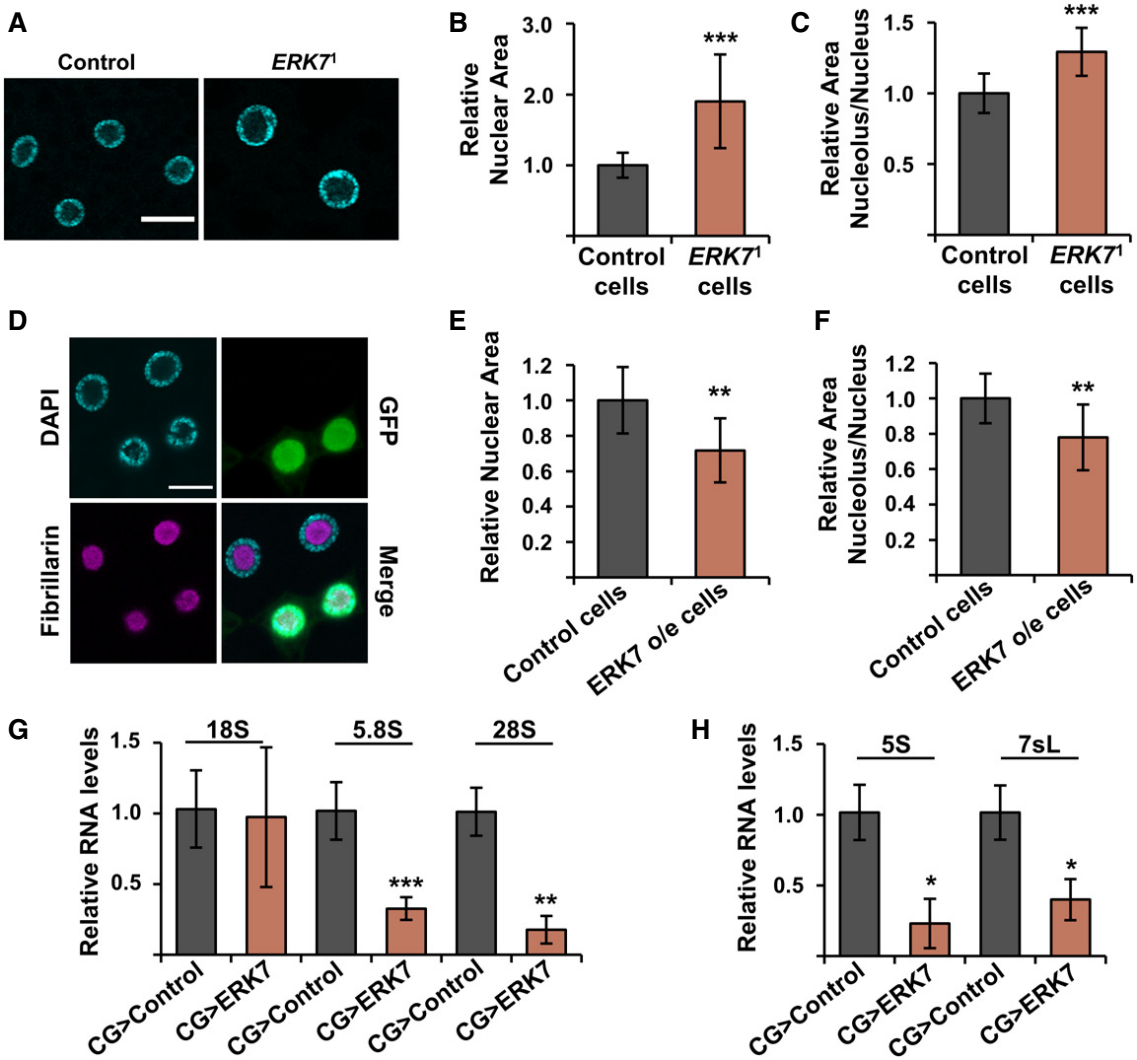
ERK7 regulates nucleolar size and ribosome biogenesis ARepresentative immunofluorescent images of control and *ERK7* ^1^ mutant fat bodies with DAPI staining to visualize nucleus. Scale bar: 30 µm.B, C
*ERK7* ^1^ mutant fat bodies display increased nuclear area (B, *N* > 160 cells, obtained from 5 independent fat bodies) and increased nucleolar/nuclear area ratio (C, *N* > 80 cells for nucleolus/nucleus ratio, obtained from 5 independent fat bodies), when compared to control fat bodies.D–FERK7 expressing fat body clones (D, marked by GFP, scale bar: 20 µm) display reduced nuclear area (E) and reduced nucleolar/nuclear area ratio (F), when compared to control cells. Nuclei were visualized by DAPI staining, nucleoli were visualized by anti‐fibrillarin antibodies (*N* = 10).G, HExpression analysis of Pol I (G) and Pol III (H) target RNAs by qRT–PCR. Expression of CDK7 was used for normalization (*N* = 3 replicates of 10 fat bodies/replicate for each genotype). Data information: *N* stands for the number of biological replicates. Error bars display standard deviation (SD). *P < 0.05, **P < 0.01, ***P < 0.001, ns—not significant (Student’s *t*‐test).

### PWP1 is a target of ERK7 involved in lipid homeostasis and growth control

Our findings on the role of ERK7 in Pol I‐ and Pol III‐mediated rRNA expression led us to test the possible involvement of chromatin‐binding protein PWP1, which we have recently identified as a positive regulator of Pol I and Pol III (Liu *et al*, 2017; Liu *et al*, 2018). PWP1 is activated by Insulin/mTOR‐mediated phosphorylation, which can be visualized by using a Phos‐tag gel (Liu *et al*, 2017). Intriguingly, ERK7 co‐expression with PWP1 in S2 cells induced an additional band in the PWP1 Phos‐tag blot (Fig 6A, red arrow), while the Insulin/mTOR‐inducible PWP1 phosphorylation pattern (Fig 6A, dark blue arrows) remained unchanged upon ERK7 expression. This implies that PWP1 is phosphorylated in an ERK7‐dependent manner, either directly or indirectly. To test if PWP1 is regulated by ERK7 *in vivo*, we analyzed PWP1 localization, which is known to be regulated by nutrient‐responsive cues (Liu *et al*, 2017). Interestingly, PWP1 nucleolar localization was significantly increased in the *ERK7* ^1^ mutant fat bodies (Fig 6B and C). ERK7‐overexpression in the fat body also had a significant effect on PWP1 subcellular localization. ERK7 expressing clones exhibited significantly reduced nuclear to cytoplasmic ratio compared to control cells (Fig 6D and E). Thus, ERK7 is necessary and sufficient to regulate PWP1 subcellular localization in the fat body.

**Figure 6:**
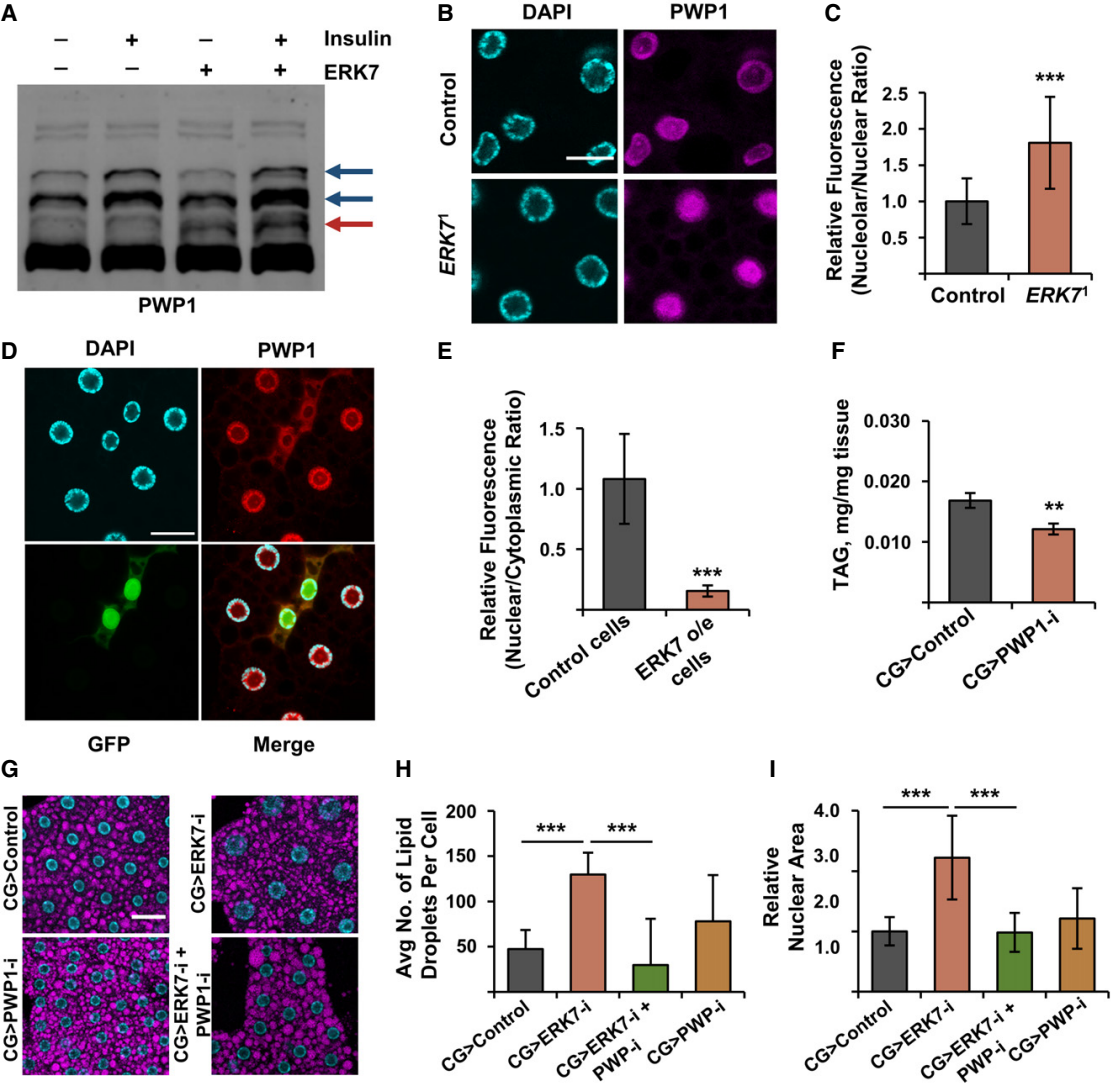
PWP1 acts downstream of ERK7 to control growth and lipid storage AERK7 overexpression leads to phosphorylation of PWP1, as shown by appearance of an extra band on Phos‐tag Western blot (marked with red arrow). Insulin‐inducible bands (dark blue arrows) remain unresponsive to ERK7.BRepresentative immunofluorescent images of PWP1 localization in fat bodies of *ERK7* ^1^ mutant and control third instar larvae. Scale bar: 20 µm.CPWP1 localization displays increased nucleolar/nuclear ratio in *ERK7^1^* mutant fat bodies compared to control (*N* = 20 cells from 5 independent fat bodies per genotype).DRepresentative immunofluorescent images of PWP1 localization in fat bodies of third instar larvae. ERK7 overexpression (GFP‐marked clones) alters the subcellular localization of PWP1. Scale bar: 30 µm.EPWP1 localization displays reduced nuclear/cytoplasmic ratio in ERK7 overexpressing clones, compared to control cells (*N* = 10 cells from at least 8 different fat bodies per genotype).FFat body‐specific depletion of PWP1 by RNAi (NIG‐Fly 6751R‐3) leads to decreased TAG levels (*N* = 4 replicates of ≥ 10 larvae/replicate for each genotype).GRepresentative immunofluorescent images of fat bodies in a genetic epistasis experiment using ERK7 and PWP1 fat body (CG‐GAL4) knockdown with LipidTOX staining and DAPI to visualize lipid droplets and nucleus, respectively. Scale bar: 50 µm.H, IFat body‐specific knockdown of PWP1 (NIG‐Fly 6751R‐1) suppresses increased lipid droplet number (H; *N* > 30 cells per genotype) and increased nuclear area (I; *N* > 45 cells per genotype) caused by ERK7 knockdown (BDSC 56939). Data information: *N* stands for the number of biological replicates. Error bars display standard deviation (SD). **P < 0.01, ***P < 0.001 (Student’s *t*‐test).

While PWP1 is known to regulate growth (Liu *et al*, 2017), its possible role in lipid homeostasis has remained unexplored. We observed that fat body‐specific knockdown of PWP1 by *CG‐GAL4* driver caused a significant reduction in TAG levels (Fig 6F), phenocopying ERK7 overexpression. Moreover, genetic epistasis experiment revealed that fat body‐specific knockdown of PWP1 strongly suppressed the increase of lipid droplet numbers caused by ERK7 knockdown (Fig 6G and H). Loss of PWP1 also suppressed the increase of nuclear size by ERK7 RNAi (Fig 6I). These data are consistent with the conclusion that PWP1 contributes to lipid storage and growth downstream of ERK7.

### ERK7 controls lipid storage and growth through the transcription factor Sugarbabe

Earlier studies have shown the role of Gli‐similar 2 transcription factor ortholog, Sugarbabe, in promoting lipid anabolism and inhibiting lipid catabolism (Zinke *et al*, 2002; Mattila *et al*, 2015; Luis *et al*, 2016). Interestingly, *sugarbabe* expression was significantly downregulated in the fat body upon PWP1 depletion (Fig 7A). Consistently with PWP1 inhibition by ERK7, *sugarbabe* expression was also strongly downregulated by ectopic fat body expression of ERK7 (Fig 7B). Moreover, *sugarbabe* expression was elevated in *ERK7* ^1^ mutants (Fig 7C). Genetic epistasis experiments were performed to test whether changes in Sugarbabe levels contribute to the phenotypes caused by ERK7. Hypomorphic *sugarbabe* mutant *in trans* with a deficiency (*sug* ^17Δ^/Df(2R)Exel7123) suppressed the elevated lipid droplet numbers in *ERK7* ^1^ mutants (Fig 7D and E). Moreover, Sugarbabe overexpression partially rescued the TAG levels in the CG>ERK7 larvae (Fig 7F). The observed rescue was not due to impaired *ERK7* expression in the double transgenic lines (Fig EV4A and B). Thus, Sugarbabe acts downstream of ERK7 to control lipid metabolism.

**Figure 7:**
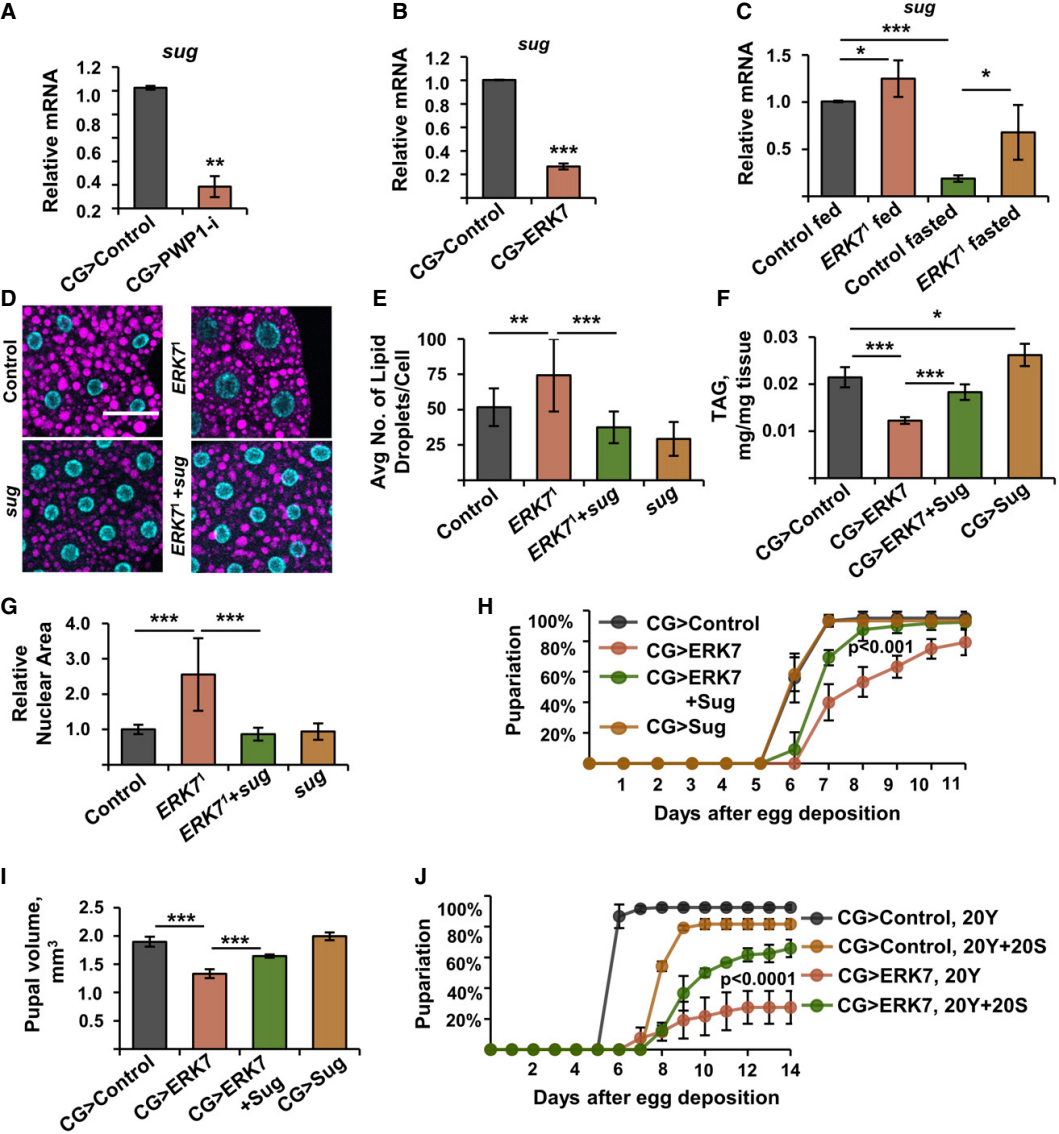
Sugarbabe is a downstream effector of ERK7 and PWP1 A, BExpression of *sugarbabe* is downregulated in fat bodies upon knockdown of PWP1 (A) and ectopic expression of ERK7 (B) (*N* = 3 replicates of 10 fat bodies/replicate for each genotype).C
*ERK7* ^1^ mutants fail to maximally downregulate *sugarbabe* expression upon fasting (*N* = 4 replicates of 10 larvae/replicate for each genotype).DRepresentative immunofluorescent images of fat bodies in a genetic epistasis experiment using *ERK7* ^1^ and *sug* mutants (*sug* ^17Δ^/Df(2R)Exel7123) with LipidTOX and DAPI staining to visualize lipid droplets and nucleus, respectively. Scale bar: 50 µm.E
*sug* mutant (*sug* ^17Δ^/Df(2R)Exel7123) suppresses increased lipid droplet number observed in *ERK7* ^1^ mutants (*N* > 20).FEctopic *sugarbabe* expression in the fat body partially rescues TAG levels in the CG>ERK7 larvae (*N* = 4 replicates of ≥10 larvae/replicate for each genotype).G
*sug* mutant (*sug* ^17Δ^/Df(2R)Exel7123) suppresses increased nuclear size phenotype of *ERK7* ^1^ mutant fat body cells (*N* ≥ 25 cells per genotype).H, IEctopic Sugarbabe expression in the fat body partially restores the pupariation rate (H) (*P* < 0.001 for the rescue, analyzed by Log‐rank test, *N* = 4 replicates of 30 larvae/replicate for each genotype) and pupal volume of CG>ERK7 larvae (I) (*N* = 4 replicates of 10 pupae/replicate for each genotype).JAddition of 20% sucrose improves the growth rate and survival of CG>ERK7 larvae. Pupariation kinetics of CG>ERK7 larvae on 20% yeast or 20% yeast + 20% sucrose diet (*P* < 0.0001 for the rescue, analyzed by Log‐rank test, *N* = 4 replicates of 30 larvae/replicate for each genotype and diet). Data information: *N* stands for the number of biological replicates. Error bars display standard deviation (SD). *P < 0.05, **P < 0.01, ***P < 0.001 (Student’s *t*‐test). Expression of RP49 was used for normalization of (A–C).

**Figure EV4:**
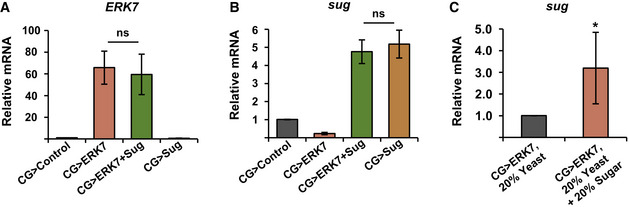
*ERK7* and *sugarbabe* expression controls A, BSimultaneous expression of two transgenes (*ERK7* and *sugarbabe*) does not reduce the expression levels when compared to single transgene expression by *CG‐GAL4*. mRNA expression analysis of *ERK7* and *sugarbabe* from fat bodies using qRT–PCR (*N* = 4 replicates of 10 fat bodies/replicate for each genotype). Expression of RP49 was used for normalization.C
*sugarbabe* expression in CG>ERK7 fat bodies is elevated upon sugar feeding. mRNA expression analysis of *sugarbabe* in CG>ERK7 fat bodies by qRT–PCR. Expression of RP49 was used for normalization (*N* = 4 replicates of 10 fat bodies/replicate for each genotype and diet). Data information: *N* stands for the number of biological replicates. Error bars display standard deviation (SD). ns: not significant, *P < 0.05 (Student’s *t*‐test).

Interestingly, the *sugarbabe* mutant also suppressed the elevated nuclear size in *ERK7* ^1^ mutants (Fig 7G). Moreover, Sugarbabe overexpression significantly suppressed the developmental delay (Fig 7H) and pupal volume phenotypes caused by ERK7 overexpression (Fig 7I). *Sugarbabe* expression is strongly elevated upon sugar feeding (Zinke *et al*, 2002; Mattila *et al*, 2015). Therefore, we tested if the growth impairment of fat body‐specific ERK7 expressing larvae could be rescued by dietary sugar. CG>ERK7 larvae survived very poorly on 20% yeast food, displaying only 30% pupariation rate and prominent developmental delay (Fig 7J). Strikingly, the addition of 20% sugar to the 20% yeast food significantly improved survival and developmental rates in the CG>ERK7 larvae (Fig 7J). We confirmed that sugar feeding led to a significant increase in *sugarbabe* expression levels in CG>ERK7 larvae (Fig EV4C). Thus, Sugarbabe also contributes to growth control downstream of ERK7, further highlighting the coordinated control of growth and lipid storage by ERK7.

## Discussion

Our study uncovered a new regulatory mechanism of lipid metabolism and growth *in vivo*. We report that an atypical MAP kinase ERK7 inhibits lipid storage and cell growth in the *Drosophila* fat body. ERK7 expression is upregulated by fasting and it contributes to the physiological adaptation to nutrient shortage. Mechanistically, ERK7 regulates the subcellular localization of the chromatin‐binding protein PWP1 and inhibits the expression of the transcription factor, Sugarbabe. By regulating these downstream effectors, ERK7 counteracts the output of anabolic nutrient sensors mTORC1 and Mondo‐Mlx.

While several functions have been assigned to ERK7 in cultured cells (Iavarone *et al*, 2006; Groehler & Lannigan, 2010; Xu *et al*, 2010; Cerone *et al*, 2011; Zacharogianni *et al*, 2011; Colecchia *et al*, 2012; Chia *et al*, 2014; Colecchia *et al*, 2015; Jin *et al*, 2015; Rossi *et al*, 2016; Colecchia *et al*, 2018), our understanding of its physiological role has remained limited. We discovered that, in addition to inhibitory role in the IPCs (Hasygar & Hietakangas, 2014), ERK7 has an important regulatory role in the fat body, where it inhibited both cell autonomous and organismal growth. Fat body ERK7 was sufficient to inhibit rRNA expression, which is a well‐established mechanism for nutrient‐dependent growth control. Notably, inhibition of ribosome assembly in the IPCs (e.g., by inhibition of Rio kinases) led to *ERK7* upregulation (Hasygar & Hietakangas, 2014), implying that ERK7 may have a role as a feedback regulator of ribosome biogenesis. Human ortholog of ERK7, MAPK15/ERK8, was earlier shown to promote autophagy (Colecchia *et al*, 2012), which together with ribosome biogenesis, controls cellular amino acid balance. As mTOR signaling inhibits autophagy and activates ribosome biogenesis (Scott *et al*, 2004; Grewal *et al*, 2007), ERK7 appears to counteract these key downstream effects of the mTOR pathway. A recently established regulator of ribosome biogenesis and growth, PWP1, was identified as a downstream target for ERK7 signaling. ERK7 expression induced phosphorylation of PWP1 detected by Phos‐tag gel, while having no influence on the Insulin/mTORC1‐dependent bands. This suggests that ERK7 controls PWP1 in parallel, rather than upstream, of mTORC1. ERK7 activity in the fat body cells caused a prominent change in PWP1 subcellular localization. While loss of ERK7 increased PWP1 localization in the nucleolus, ERK7 overexpression led to increased cytoplasmic localization. We have previously shown that nucleolar PWP1 is lost upon inhibition of mTOR (Liu *et al*, 2017). Our present observations of the regulation of PWP1 phosphorylation and subcellular localization by ERK7 further highlight the role of PWP1 as a downstream effector of nutrient‐responsive signaling pathways.

The human ortholog of *ERK7*, *MAPK15*, is associated with obesity (Li *et al*, 2012). However, the functional role of ERK7 in energy metabolism of animals has not been previously addressed. Here, we observed that ERK7 has an antiadipogenic role in *Drosophila*. Several lines of evidence imply that ERK7 inhibits lipid metabolism and storage tissue autonomously in the fat body. Firstly, ERK7 overexpression in the fat body clones results in smaller and fewer lipid droplets, while *ERK7* mutant fat bodies possess elevated number of lipid droplets *per* cell. Secondly, fat body‐specific expression of ERK7 inhibits the flux of glucose‐derived carbon into the TAG pool. Thirdly, in a genome‐wide expression analysis, *ERK7* mutants displayed deregulated expression of genes involved in lipid synthesis, storage, and catabolism. Our genetic epistasis experiments further revealed that the lipid storage phenotypes are dependent on the Gli‐similar transcription factor Sugarbabe, whose expression is inhibited by ERK7. We found that *sugarbabe* expression was downregulated by the inhibition of PWP1, a downstream target of ERK7. Consistently, PWP1 was necessary for lipid storage downstream of ERK7, thus broadening the role of PWP1 as an anabolic regulator *in vivo*. Previous studies have shown that *sugarbabe* is one of the most strongly sugar‐responsive genes in *Drosophila* (Zinke *et al*, 2002; Mattila *et al*, 2015). It is a direct target of the sugar‐sensing transcription factor complex Mondo‐Mlx and its expression is also promoted by the Dawdle‐induced TGF‐beta/Activin signaling pathway, which signals through the transcription factor SMAD2 (Mattila *et al*, 2015). Thus, Sugarbabe regulation converges several nutrient‐dependent inputs to control lipid metabolism. Notably, we also discovered that Sugarbabe was necessary and sufficient to control growth downstream of ERK7, both at the level of individual cells as well as the whole organism. This highlights that the regulation of fat body lipid homeostasis is closely coupled to growth control.

Wild *Drosophila melanogaster* larvae face competition against their peers and the micro‐organisms fermenting their nutrient source. Therefore, there is a selective advantage to be gained by fast larval development without compromising body size, such as that observed in the *ERK7* mutants. However, such rapid growth on a rich diet comes with a cost, as tolerance to fasting was compromised in the *ERK7* mutants. Recent studies have shown macronutrient‐dependent differences in larval performance between closely related *Drosophila* species. For example, *D. simulans* larvae develop significantly better on a high sugar diet than its specialist relative *D. sechellia*, which outperforms *D. simulans* on limited nutrition (Melvin *et al*, 2018). Similarly, *D. biarmipes*, which feeds on rotting fruit with protein‐rich micro‐organisms, shows optimal larval performance at higher protein levels than *D. suzukii*, which colonizes fruit that is still ripe (Silva‐Soares *et al*, 2017). It will be interesting to explore whether natural variation in the *ERK7* gene contributes to animal adaptation to habitats with distinct nutrient availabilities.

## Materials and Methods

### Fly stocks and husbandry

Flies were maintained at 25°C in a 12‐h light/12‐h dark cycle, on standard *Drosophila* medium (agar 0.6% (*w*/*v*), semolina 3.2% (*w*/*v*), malt 6.5% (*w*/*v*), dry baker's yeast 1.8% (*w*/*v*), propionic acid 0.7% (*v*/*v*), and Nipagin (methylparaben) 2.4% (*v*/*v*). Driver lines used: dILP2‐Gal4, UAS‐GFP (Rulifson *et al*, 2002), CG‐Gal4 (Hennig *et al*, 2006). *w* ^1118^ crossed to the respective Gal4‐lines were used as controls. Stocks used included: UAS‐ERK7 (Hasygar & Hietakangas, 2014), UAS‐ERK7‐RNAi (BDSC 56939, VDRC v109661), UAS‐Sug (FlyORF F000721), UAS‐PWP1‐RNAi (NIG‐Fly 6751R‐3, NIG‐Fly 6751R‐1), and Actin<CD2<GAL4 GFPnls. To generate mosaic clones, larvae (genotype*: HsFLP/+; UAS‐ERK7/+; Actin<CD2<Gal4 GFPnls/+*) were heat‐shocked at 37°C for 60 min at 24 h after egg laying. *Sug* ^17Δ^ mutant was used in *trans* with a deficiency Df(2R)Exel7123 as described in (Mattila *et al*, 2015).

Generation of kinase defective ERK7 overexpression flies: ERK7 K54R and ERK7 T190A/Y192F cDNA were amplified by PCR from pMT‐ERK7K54R‐V5‐His and pMT‐ERK7T190A/Y192F‐V5‐His (Zacharogianni *et al*, 2011), cloned into the pUAST‐attB vector and confirmed by sequencing. Both the transgenes were directed to the attP landing site at 22A2, similar to the wt ERK7. Transgenic flies were constructed by BestGene Inc.

### CRISPR/Cas9‐mediated mutagenesis of the *ERK7* gene

*ERK7* mutant flies were generated using the CRISPR/Cas9 (Kondo & Ueda, 2013). The following sgRNA sequence was used: TGCCTATGGCATCGTCTGGAAGG. Embryo injections were carried out by Bestgene Inc. Progeny was screened for the mutations using T7 Endonuclease I (NEB) assay (Vouillot *et al*, 2015). One mutant line was identified (*ERK7* ^1^) which was further confirmed by direct sequencing of the target region. *ERK7* ^1^ line was found to contain a deletion of 10 nucleotides (CDS: 111 – 120, CATCGTCTGG). The deletion also resulted in a frameshift and introduced a premature stop codon after 48 amino acids. This deletion disrupted the open reading frame and led to a severely truncated polypeptide (48 AA) lacking the predicted ATP binding site as well as the activation loop (Abe *et al*, 1999; Marchler‐Bauer & Bryant, 2004). 

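*Erk7* (FBgn0052703) lies on the minus strand of chromosome X from 9261376 to 9267698 in the release 6 assembly, with 9 exons and 3 transcripts in the annotation used here. The 10 deleted nucleotides, CATCGTCTGG, are positions 111 to 120 of the coding sequence and map to 9265051 to 9265060. They lie in exon 4 (9264893 to 9265083) of all 3 transcripts, within the coding sequence, and start at the third position of codon 37. The coding sequence is 2748 nucleotides long in 2 transcripts (*Erk7-RA* and *Erk7-RB*) and 1353 in the other (*Erk7-RC*), so the deletion affects each annotated form. In the RNAseq libraries of whole larvae the *Erk7* transcript was present in mutants. Its level was 2.19 ± 1.08 RPM in control fed, 8.23 ± 2.00 RPM in *ERK7* 1 mutant fed, 5.69 ± 3.64 RPM in control fasted and 7.16 ± 1.36 RPM in *ERK7* 1 mutant fasted larvae (SD, n = 4 each). The difference between fed mutants and fed controls was a log2 fold change of 1.59 (SE 0.37, limma adjusted p = 0.00235), with no overlap between the groups (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). No difference was called in fasted larvae (log2 fold change 0.46, limma adjusted p = 0.334). Within groups the level of *Erk7* followed that of a list of testis genes across the 16 libraries, with r = 0.97 and rho = 0.96 (permutation p = 1e-05 for each, the smallest that 100000 permutations give, and 8.00e-05 when adjusted over 8 relations) and r = 0.94 without the 2 libraries farthest from the median.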

The first alternate in‐frame ATG sequence downstream of the mutated site encodes methionine 107. Should that codon be utilized as a start codon in the mutant, the resulting polypeptide would lack major parts of the kinase domain, including the predicted active site, ATP binding site, and polypeptide substrate binding site. Thereby, we conclude that *ERK7* ^1^ is a likely null allele. Another line, which underwent the same screening process, but did not contain any mutations in the *ERK7* gene, was used as control. *ERK7* ^1^ and control lines were backcrossed into *w* ^1118^ genetic background (VDRC 60000) for five generations and maintained as balanced stocks.

### Fertility assay

Ten male flies from control or *ERK7* ^1^ lines were crossed with ten *w* ^1118^ females in four replicates and were allowed to lay eggs for 3 days on standard laboratory food. Total number of adults hatched was counted after 18 days.

### Fasting conditions

Larvae: Equal number (30/vial) of freshly hatched L1 larvae was grown on standard laboratory food for 2 days. Early 3^rd^ instar larvae (72 h AED, pre‐critical weight) were transferred to 48‐well plates (1 larva/well) containing PBS + 0.5% agar + 0.2% Erioglaucine dye (Dr. Oetker). The number of surviving larvae was counted every 24 h.

### RNA sequencing

Freshly hatched L1 larvae were grown at equal density (30/vial) on standard *Drosophila* medium. Third instar larvae (90 h AED) were transferred to starvation medium (PBS + 0.5% agarose) for 6 h. Total RNA was isolated from both fed and starved male larvae (control and *ERK7* ^1^) using Nucleospin RNA II kit (Macherey‐Nagel). Transcriptome sequencing (RNAseq) was performed with Illumina NextSeq500 technology to an average depth of 20 M clean reads per sample.

### Bioinformatic analysis of RNAseq data

FastQC v.0.11.2 was used for quality assessment and Trimmomatic v.0.33 for trimming the data. The minimum read length of 36 bases was required. Minimum read quality score of 20 was used. The reads were scanned with 4‐base sliding window and trimmed when the average quality per base dropped below 15. The reads were mapped with TopHat (v.2.1.0) to the *D. melanogaster* reference genome (FlyBase R6.10). Transcription was quantified strand‐specifically with HTSeq (v.2.7.6) on the level of annotated exons (Flybase) with reads below quality score of 10 discarded. The differential expression among different samples and conditions was quantified with limma package (v.3.28.8) implemented in R/Bioconductor with Benjamini–Hochberg correction. The genes with very low counts (cpm < 1 in more than one replicate per condition) were filtered.

### Gene set enrichment analysis

Gene set enrichment analysis was performed with R/Bioconductor package piano (v.1.12.1) for significant genes (Control starved vs. *ERK7* ^1^ mutants starved, adj.*P*.val < 0.05) with *t*‐statistics by using gsa with gsea algorithm and row sampling (1,000 permutations). The manually downloaded databases consisted of KEGG, Reactome, Wikipathways, and GO.

### RNA extraction and quantitative RT–PCR

RNA extraction from larval fat bodies: 10 fat bodies from stage‐matched third instar non‐wandering larvae were dissected and RNA was extracted using Nucleospin RNA XS kit (Macherey‐Nagel) according to the manufacturer's protocol.

RNA extraction from whole larvae: Five stage‐matched third instar non‐wandering larvae were homogenized and RNA was extracted using Nucleospin RNA II kit (Macherey‐Nagel) according to the manufacturer's protocol. Equal amount of RNA was used for reverse transcription (RevertAid H Minus First Strand cDNA Synthesis Kit, Thermo Scientific). qRT–PCR was performed with Light cycler 480 Real‐Time PCR System (Roche) using Maxima SYBR Green qPCR Master Mix (2×) (Fermentas). At least three biological replicates were used for each genotype and at least three technical replicates were used for each biological replicate. Primer sequences are available upon request.

### Metabolite assays

Metabolite assays were performed from pre‐wandering 3^rd^ instar larvae. All analyses were done at least in three biological replicates. Freshly hatched 1^st^ instar larvae were grown at controlled density (30/vial) on standard *Drosophila* medium. Samples were extracted from pre‐wandering 3^rd^ instar larvae (90–96 h) and TAG assays were conducted using the coupled colorimetric assay (Triglyceride Reagent—Sigma; 82449, Free Glycerol Reagent—Sigma; F6428) and normalized to body weight as described previously (Tennessen *et al*, 2014). Hemolymph from third instar larvae was extracted as described previously (Zhang *et al*, 2011) and the circulating glucose was measured with the Glucose HK assay reagent (Sigma; GAHK‐20) as described elsewhere (Tennessen *et al*, 2014).

### Fatty acid analysis by gas chromatography–mass spectrometry

Frozen third instar larvae were homogenized in 1% sulfuric acid in methanol and transmethylated by heating under nitrogen atmosphere (using hexane as cosolvent). The fatty acid methyl esters (FAME) formed were extracted with hexane in two steps. The dried and concentrated FAME were analyzed by a Shimadzu GC‐2010 Plus gas chromatograph (Shimadzu, Kyoto, Japan) employing a ZBWAX capillary column (length 30 m, internal diameter 0.32 mm, film thickness 0.25 µm; Phenomenex, Torrance, CA, USA) and a flame ionization detector (FID). For the temperature‐programmed runs, the sample solutions (2 µl) were injected in split mode, and helium was used as the carrier gas. The integrated and manually corrected (GCsolution software, Shimadzu) peak areas were converted to mol% by using the theoretical response factors for FID (Ackman, 1992) and calibrations with quantitative authentic standards (Supelco, Bellefonte, PA, USA). The FAME were identified by their mass spectra recorded by using a Schimadzu GCMS‐QP2010 Ultra with mass selective detector (MSD). The results represent the FA composition of the total lipids.

### Lipid labeling and analysis of newly synthesized TAG by mass spectrometry

Freshly hatched L1 larvae (CG>Control and CG>ERK7) were grown at equal density (30/vial) on standard *Drosophila* medium. Early third instar larvae (72 h AED) were transferred to 10% yeast + 1% glucose or 10% yeast + 1% [^13^C]glucose medium for 24 h. A total of 15 fat bodies per replicate were dissected, cellular lipids were extracted according to the Folch procedure (Folch *et al*, 1957) and dissolved in chloroform/methanol 1:2. Immediately before mass spectrometry, 2% NH_4_OH was added along with an internal standard mixture. The samples were injected into a triple quadrupole mass spectrometer (Agilent 6490 Triple Quad LC/MS with iFunnel Technology; Agilent Technologies, Santa Clara, CA) at a flow rate of 10 μl/min, and spectra were recorded. TAGs were detected as (M + NH_4_)+ ions (Duffin *et al*, 1991). Mass spectra were processed by MassHunter software (Agilent Technologies, Inc. California, USA) and the intensity proportions from unlabeled and mass‐shifted [^13^C]TAG ions were resolved by comparing the spectra of the samples with or without labeling. The total concentrations relating to the calculated intensity of the labeled (mmol [^13^C]TAG produced in the pooled fat body sample in 24 h) and unlabeled TAG species were quantified against the internal standard TAG 54:3 (Sigma, T7140 Glyceryl trioleate). PEs were selectively detected using a head‐group specific MS/MS scanning mode for neutral loss of 141 (NL141) and quantified against internal standards PE 28:2 and PE 40:2 (both synthesized in‐house). To detect TAG accumulation after and before the 24‐h [^13^C]glucose feeding, the molar ratios of [^13^C]TAG/PE and unlabeled TAG/PE ratios were calculated.

### Immunostainings and microscopy

Immunostainings were performed as described previously (Hasygar & Hietakangas, 2014); samples were mounted using Vectashield Mounting Medium with DAPI (Mediq) and imaged using a Leica TCS SP5 MP SMD FLIM and Leica SP8 Up‐right microscopes. Fluorescence and compartment size (nuclear and nucleolar) were quantified by ImageJ software (NIH). Antibodies used were as follows: rabbit anti‐PWP1 (Casper *et al*, 2011), mouse anti‐fibrillarin (Abcam ab4566), anti‐rabbit Alexa fluor 568 (Invitrogen), anti‐rabbit Alexa fluor 633 (Invitrogen), and anti‐mouse Alexa fluor 647 (Invitrogen).

### LipidTOX staining

Fat bodies from third instar larvae were fixed in 4% formaldehyde for 30 min, washed thrice with PBS. Fat bodies were stained with LipidTOX (H34477, Thermo Fisher) 1:400 in PBS, for 30 min at room temperature, washed thrice with PBS, and mounted using Vectashield Mounting Medium with DAPI (Mediq). Samples were imaged using a Leica TCS SP5 MP SMD FLIM and Leica SP8 Up‐right microscopes and images were processed using ImageJ software (NIH).

### Image quantification

For lipid droplet analysis, the middle slices were selected from confocal stacks of fat bodies, and the outlines of the cells were manually defined. Droplets size and number per cell were identified by the Analyze Particles function in FIJI (Schindelin *et al*, 2012). Quantification of nuclear size was done by manually selecting outlines of individual cells at their maximum size in FIJI. For nucleolar size determination, same process was done with a selection of the maximum nucleolus size of a cell. Mean intensity data for region of interests were used to quantify subcellular localization changes of PWP1 detected by immunostaining. While the PWP1 signal from the whole nucleus was used to quantify the average immunofluorescence in the nucleus, immunofluorescence from five cytoplasmic regions within a cell was used to assess the cytoplasmic PWP1 signal.

### Cell culture and transfections

Culturing and transfections of *Drosophila* S2 cells were performed as described in (Liu *et al*, 2017).

### Western blotting

Phos‐tag SDS–PAGE gels were made according to the manufacturer’s protocol using 30 μM phos‐tag (Wako Chemical). Samples were resolved on SDS–PAGE with or without Phos‐tag and detected via Western blotting and bands were quantified using Image studio lite software (Li‐COR).

### Pupal volume measurement

Pupal volume was quantified as previously described (Delanoue *et al*, 2010).

### Statistics

The statistical significances for the survival analysis experiments and pupariation rate experiments were analyzed by using the Log‐rank test (JMP Pro 13 software). Statistical significances for rest of the experiments were determined by using unpaired Student's *t*‐test. All quantitative data are presented as average ± standard deviation. No outliers were excluded.

## Author contributions

Conceptualization: KH, VH; Formal analysis: KH, OD, JG, HR, KK; Funding acquisition: KH, VH; Investigation: KH, OD, YL, RH, HR; Methodology: RK; Project administration: VH; Visualization: KH, OD, JG, HR; Writing—original draft: KH, OD, HR, RK, VH; Writing—review and editing: KH, VH.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

The RNAseq data is available in GEO, with the accession number: GSE123901 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123901).

# Supplementary material for: Coordinated control of adiposity and growth by anti‐anabolic kinase ERK7
**Source:** EMBO Rep. 2020 Dec 28;22(2):e49602. doi: 10.15252/embr.201949602
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

## Expanded View Figures

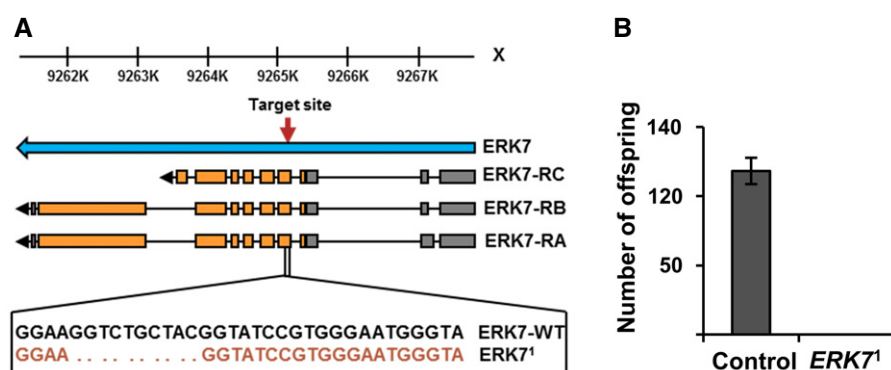**Figure EV1. *ERK7*<sup>1</sup> mutant males are infertile.**

A Detailed presentation of the *ERK7*<sup>1</sup> mutation.  
 B Fertility assay for control and *ERK7*<sup>1</sup> male flies.  
 N = 4 replicates of 10 male and 10 female flies/replicate for each genotype. Error bars display standard deviation (SD).

Data information: N stands for the number of biological replicates. Error bars display standard deviation (SD). \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001 (Student's *t*-test).

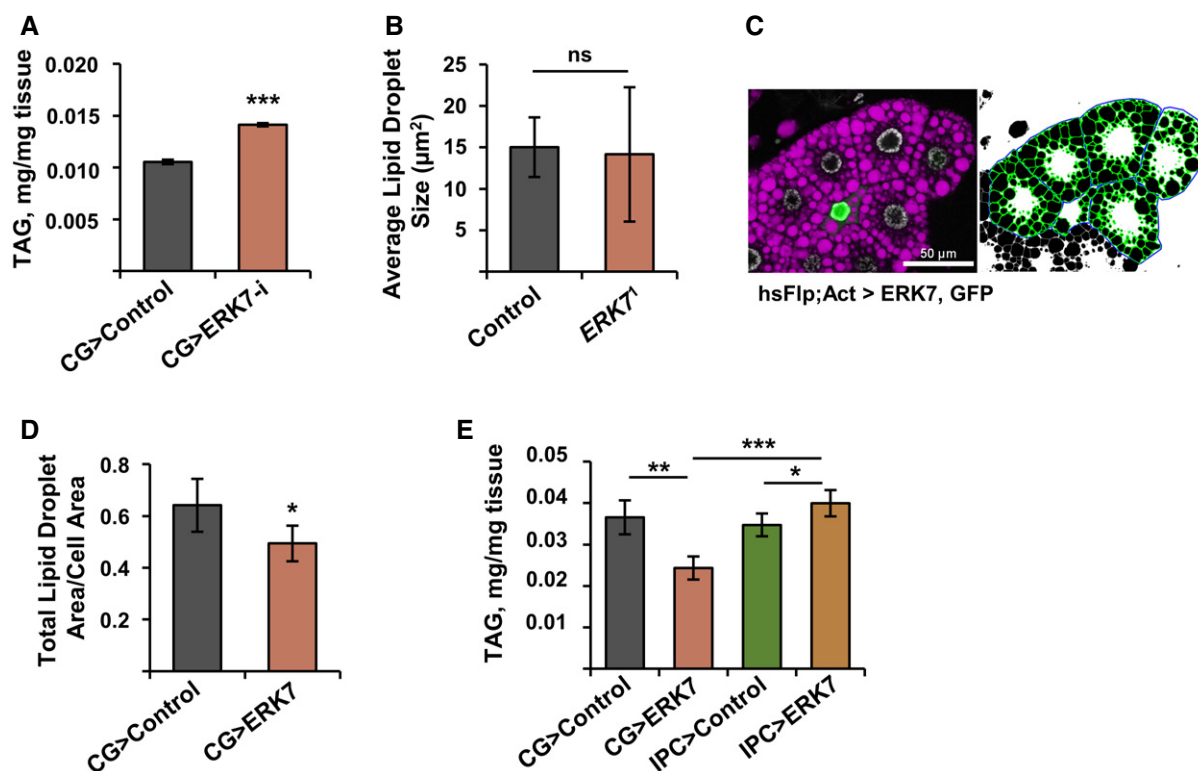**Figure EV2. *ERK7* inhibits lipid storage.**

A Knockdown of *ERK7* by independent RNAi (VDR v109661) leads to elevated larval triacylglycerol (TAG) levels (N = 3 replicates of ≥ 10 larvae/replicate for each genotype).  
 B Average lipid droplet size is unchanged in *ERK7*<sup>1</sup> mutants (N = 30).  
 C Representative image of lipid droplet quantification, using Fiji. Purple: LipidTOX, green: GFP.  
 D Total area of lipid droplets in *ERK7* overexpressing clones, when normalized by cell area (N ≥ 4 cells per genotype).  
 E In contrast to CG>*ERK7*, *ERK7* expression in the IPCs does not decrease organismal TAG levels (N = 4 replicates of ≥ 10 larvae/replicate for each genotype).

Data information: N stands for the number of biological replicates. Error bars display standard deviation (SD). ns: not significant, \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001 (Student's *t*-test).

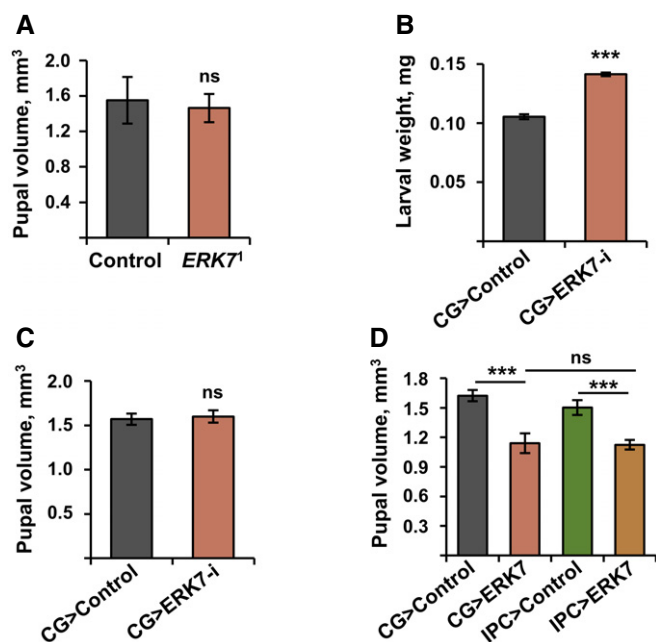**Figure EV3. ERK7 inhibits growth.**

- A Pupal volumes of control and *ERK7*<sup>1</sup> mutant animals (*N* = 4 replicates of 10 pupae/replicate for each genotype).
- B Knockdown of ERK7 by independent RNAi (VDRC v109661) leads increased larval weight at 72 h AED (*N* = 3 replicates of ≥ 10 larvae/replicate for each genotype).
- C Fat body-specific knockdown of ERK7 by RNAi (BDSC 56939) does not impact on pupal volume (*N* = 6 replicates of 10 pupae/replicate for each genotype).
- D Ectopic ERK7 expression in the fat body (CG-Gal4) or IPCs (dILP2-Gal4, UAS-GFP) leads to comparable reduction in pupal volume (*N* = 4 replicates of 10 pupae/replicate for each genotype).

Data information: *N* stands for the number of biological replicates. Error bars display standard deviation (SD). ns: not significant, \*\*\**P* < 0.001 (Student's *t*-test).

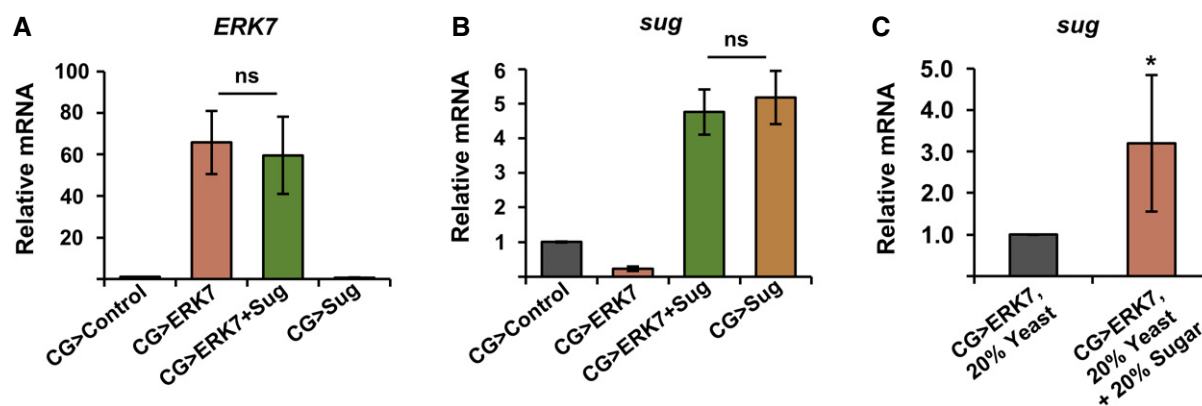**Figure EV4. ERK7 and *sugarbabe* expression controls.**

- A, B Simultaneous expression of two transgenes (*ERK7* and *sugarbabe*) does not reduce the expression levels when compared to single transgene expression by CG-GAL4. mRNA expression analysis of *ERK7* and *sugarbabe* from fat bodies using qRT-PCR (*N* = 4 replicates of 10 fat bodies/replicate for each genotype). Expression of RP49 was used for normalization.
- C *sugarbabe* expression in CG>ERK7 fat bodies is elevated upon sugar feeding. mRNA expression analysis of *sugarbabe* in CG>ERK7 fat bodies by qRT-PCR. Expression of RP49 was used for normalization (*N* = 4 replicates of 10 fat bodies/replicate for each genotype and diet).

Data information: *N* stands for the number of biological replicates. Error bars display standard deviation (SD). ns: not significant, \**P* < 0.05 (Student's *t*-test).

How the deposited data were processed for this re-analysis (not part of the article)

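RNA of fed and fasted male larvae of the control and *ERK7* 1 lines was sequenced by the authors in 16 libraries, 4 for each of the 4 groups, and all 16 were used here. The age at transfer to fasting is 90 h AED in the methods of the paper and 72 h in the sample labels, and no value depends on which of them holds. The authors deposited a single table of 10459 genes. Its values per library are signal values on a linear scale, which the authors made from read counts by scaling each library to its effective size from TMM factors, and the read counts were recovered exactly from them (100% of values are whole multiples of 1 read). The same table deposited by the authors holds log2 values (the mean level of each gene and the log2 fold changes of 4 comparisons), moderated t values as a score, and raw and adjusted p-values from their limma fit. In these columns a decimal comma in some small p-values was read as a decimal point. The authors' filter had already removed genes with very low counts, and no further filter was applied.

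The unit of replication was taken to be the library, with libraries of one group treated as independent, since the RNAseq methods of the paper do not give the number of larvae per library and its text does not say whether libraries with the same replicate number were collected together. For RNA extraction from whole larvae with the same kit, under qRT-PCR, the methods give 5 larvae. Whether libraries of different groups with the same replicate number were more alike was checked. Their residual correlation ranged from -0.32 to 0.29 over 16 pairs and was above 0.1 for 5, so no pairing was used.

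The main test was limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on log2(RPM + 1), with a pseudocount of 1, a model of the 4 group means over all 16 libraries, and Benjamini-Hochberg adjustment over all genes at 0.05. The comparisons were control fasted against control fed, mutant fasted against control fasted, mutant fed against control fed, mutant fasted against mutant fed, and the interaction of genotype and fasting, which is the difference between the fasting responses of mutants and controls. Overlaps were counted from calls at this threshold, and the correlation of 2 comparisons was computed across genes from moderated t values. The correlation was set against 100 simulated data sets with the same shared control fasted libraries. Single values were also compared with two-sided exact permutation tests of 4 against 4, whose smallest p is 0.0286.

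Gene lists were tested with limma's camera at a preset correlation of 0.01 and with fry. The lists were the 11 lipid synthesis and storage genes and the 9 lipid catabolism genes of Fig 3D, and lists for fatty acid synthesis (10 genes), lipid droplet proteins (11), protein processing in the endoplasmic reticulum (20 of 22 measured), *N*-glycan synthesis (12 of 13), ribosome biogenesis (12), mitochondrial ribosomal proteins (66), cytosolic ribosomal proteins (83), glutathione S-transferases (29) and genes of the late last instar (5 of 14). The ribosomal protein and transferase families were taken by gene symbol. These lists, the comparisons, the tests, 19 alternatives and the rule for naming genes were set before the data were examined. A list of 35 testis genes (28 measured) and 3 alternatives on the recovered reads, which are edgeR 4.0.16 with its quasi-likelihood test, DESeq2 1.42.0 and limma-voom, were added after seeing the data. The databases of KEGG, Reactome, Wikipathways and GO that the authors used with piano were not used here.

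The named genes are those the paper names for the RNAseq, the mutated gene, *nclb*, *RpL32* and *Cdk7* because other results of the paper rest on them, and, for 4 comparisons, the 3 genes with the largest rise and the 3 with the largest fall. These had to be called, to lie above the median mean level (4.17 on the log2 scale) and, except for the interaction, to have no overlap between the groups. This gave 42 genes. Other genes named were chosen after their values were seen, unless a list contains them or the Discussion of the paper names them. Positions come from a later annotation of the release 6 assembly, the assembly of the authors' release 6.10, and 10305 of the 10459 genes were found in it.

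Alternatives planned for a table of raw counts were not run as planned, since the values are linear and normalized, and the tests on recovered reads took their place. The alternatives covered the pseudocount (0.1), quantile normalization, centring of each library on its median, a variance trend with robust eBayes, removal of genes under the 25th percentile of level, a fit of only the 8 libraries compared, the replicate number as a block, leaving out each replicate number in turn, thresholds of 0.01 and of 0.05 with a log2 fold change minimum of 0.5, separate control fasted libraries for the 2 comparisons, log2 fold changes or ranks in place of t values, list means in place of medians, and fry in place of camera. The tests were tried on simulated data with 200 changed genes, of which limma called 181 and with them 9 unchanged genes (4.74% of its calls). On the same data edgeR called 178 and 7, limma-voom 177 and 7, and DESeq2 181 and 24. Camera called the 1 shifted list and 0 of the other 10 lists. The simulated genes were drawn independently of each other. This trial therefore cannot show how often camera calls unshifted lists where genes vary together. The limma-voom fit on the recovered reads gave the same number of calls as the authors' deposited table for the 4 comparisons (6923, 4617, 5324 and 5048) with r = 1 between t values. The main test shared 6870, 4442, 5220 and 4921 of these calls, with 0 differences in sign. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and tables were read with pandas 2.3.3.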

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

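The divisions of libraries into other groups were planned as tests in advance, and all other tests in this part were chosen only after the result was seen.

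The fasting response differed between genotypes for 3338 genes by the interaction test. In 100 draws of the genotype labels within each diet, the real one included, 1 gave as many genes, and the largest of the others gave 2480. Of the gene lists, 7 were called for the interaction, a number that 14 of the 100 draws reached, so the number of lists is not unusual. The median differences in response were 0.84 for lipid synthesis and storage genes, -0.83 for lipid catabolism genes, 0.66 for protein processing in the endoplasmic reticulum, 0.54 for *N*-glycan synthesis, 1.44 for ribosome biogenesis, 0.68 for mitochondrial ribosomal proteins and 0.35 for cytosolic ribosomal proteins. For each of the lipid lists, 3 of the 100 draws gave a median as far from 0, but the study chose both lists on these libraries, which favours the real labels, so these 2 counts add little. These differences are not all smaller responses of mutants. Cytosolic ribosomal protein genes changed by a median of 0.01 in controls and 0.38 in mutants upon fasting. Between fed mutants and fed controls they had a median of -0.47 (camera adjusted p = 2.30e-13), with 74 of 83 genes called lower and 6 higher. Ribosome biogenesis genes also differed between genotypes in fed (-1.45) more than in fasted larvae (-0.11). An effect of ERK7 stays open, and an unequal age or stage of the larvae was not tested for these lists.

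The paper gives no genome-wide result for fed larvae. Between fed mutants and fed controls, 5390 genes were called, and between fasted and fed mutants, 5093 genes. For each of these comparisons, and for fasting in controls, only 1 of the 35 divisions of the 8 libraries, the real one, gave as many genes, and the largest of the other divisions gave 1, 0 and 91 genes. As many lists as with the real labels were called in 21 of 35 divisions for fed mutants, in 9 of 35 for fasting in mutants and in 15 of 35 for fasting in controls, so these numbers of lists carry no weight. With the mean log2 level of the testis genes as a further term, 1238 of the genes called between fed mutants and fed controls were still called. That level correlates with genotype across the 16 libraries (r = 0.81), which leaves the fit little to separate them by.

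Ribosome biogenesis genes were lower in fed mutants than in fed controls, with a median log2 fold change of -1.45 and all 12 genes called, and mitochondrial ribosomal protein genes had a median of -0.81 with all 66 called. Among the 35 divisions of the 8 fed libraries, 1, the real one, gave a ribosome biogenesis median as far from 0. The tables argue against several technical explanations. With the *Lsp1* genes left out and the scaling computed again the ribosome biogenesis median was -1.43, with all libraries downsampled to the smallest it was -1.45, and with the testis genes as a further term it was -1.48. Fed mutants that had partly fasted at sampling would show the fasting response of other genes as well. Protein processing genes of the endoplasmic reticulum, which fell as much as ribosome biogenesis genes upon fasting in controls, would then have a median near -1.45 in fed mutants, and they had -0.095, with no member below -0.30. Across all genes the correlation of the fed mutant difference with the fasting response was 0.24 to 0.38 when different fed controls were used for each, so a part of the fasting response outside ribosome biogenesis is not excluded. Loss of ERK7 may lower these genes in fed larvae, as a hypothesis from the same data. A difference in stage or growth between the genotypes, which the paper reports to grow at different rates, stays open and was not tested.

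*Lsp1alpha* was higher in fed mutants than in fed controls by 6.96 on the log2 scale, from 232 ± 244 to 12246 ± 2132 RPM (SD, n = 4 each), and the fold change lay between 5.63 and 7.78 when each replicate number was left out. The *Lsp1* genes together took 8.61 to 9.96% of the reads in fed mutants, 0.993 to 2.95% in fed controls, 1.11 to 1.94% in fasted mutants and 0.0380 to 0.142% in fasted controls. Reads shared between these similar genes were not measured, and no technical explanation of the difference was tested. Larval serum protein genes are known to rise through the last instar, so a difference in stage stays open beside an effect of genotype, as do the 72 and 90 h of the labels and the methods.

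Testis genes were higher in fed mutants than in fed controls by a median of 2.01, with 26 of 28 measured genes called higher and 0 lower. The list was written from general knowledge after the libraries of single groups were seen to differ, and whole larvae contain testes. The median was 0.93 for fasting in controls, 1.00 for mutants against controls when fasted, 0.01 for fasting in mutants and -0.95 for the interaction. Its most abundant members were uneven, with *S-Lap1* at 7.58 ± 4.52 RPM in fed controls and 73.7 ± 17.0 RPM in fed mutants, *S-Lap8* at 6.25 ± 3.48 and 49.4 ± 11.9 RPM, and *bol* at 46.8 ± 3.31 and 40.99 ± 1.27 RPM (SD, n = 4 each). The difference was 1.99 with all libraries downsampled to the smallest and 1.97 on values scaled to all counted reads, which argues against library size and the authors' normalization. If mutant libraries only held more males, the male-specific RNAs *roX1* and *roX2* would rise as much as the testis genes, whose ratio of means was 2.67 on the log2 scale. The ratio for *roX1* was 0.30 and that for *roX2* 1.28. The female-biased *Yp3* went with more males in mutants, at 2.62 ± 2.59 RPM in fed controls and 0.294 ± 0.062 RPM in fed mutants (SD, n = 4 each). Replicate 2 of the fed controls held 6.36 RPM of it and the other fed controls 0.581 to 2.25 RPM. By the *roX* RNAs alone, a larger share of males is not the whole of the fed difference. Within groups the picture was another. Across the 16 libraries, after removal of group means, the testis genes followed *roX2* (r = 0.84, rho = 0.82, permutation p = 6.00e-05, adjusted over 8 relations 0.000240, and r = 0.79 without the 2 libraries farthest from the median) and *roX1* (r = 0.79, rho = 0.82, adjusted p = 0.000613, and r = 0.78 without the 2). A candidate explanation is that libraries of one group held different shares of male larvae, although the methods of the paper state male larvae only. *Yp3* was not tested within groups and was mixed. Control fed replicate 4, lowest in testis genes, had the least *Yp3* of its group (0.581 RPM), and control fasted replicate 4 had the most of its group (5.91 RPM) at a testis level of 2.95. Mutant fasted replicate 3, lowest of its group in testis genes, had the most *Yp3* (1.83 RPM). A difference in stage between libraries cannot be told apart from unequal shares of males, since the late last instar list had r = 0.51 and rho = 0.40 with the testis genes (adjusted p = 0.0718) and only 5 of its 14 genes were measured. The reads per library had r = 0.22 and rho = 0.32 (adjusted p = 0.556). The paper reports that mutant males are infertile, and an effect of ERK7 on the testis stays open.

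Within single groups, 21 of 300 groups of 4 values had a library farther from the rest than Dixon's 95% critical value allows, where 15 are expected by chance, and control fasted replicate 1 was the library in 5 of them. In that library *CG34448* was at 0.159 RPM, *TwdlN* at 335 RPM and *CG13051* at 54.6 RPM, all low, *Lsp1alpha* was high at 1.64 RPM, and the mean log2 level of the endoplasmic reticulum list was high at 6.94 where the other 3 lay between 6.53 and 6.60. Without replicate 1, the difference in the fasting response of *CG34448* was -1.02 in place of -0.69, and the correlation of the fasting and ERK7 comparisons was -0.51. The other values in control libraries were *CG4830* at 662 RPM in fed replicate 2, *CG8534* at 2.85 RPM in fasted replicate 2, *Mondo* at 97.7 RPM in fasted replicate 4 and *ng3* at 767 RPM in fasted replicate 3. In mutant fed libraries they were *CG8534* at 24.7 RPM, *Elo68beta* at 2.79 RPM and *ng3* at 319.6 RPM in replicate 3, and *Mondo* at 133 RPM in replicate 1. In mutant fasted libraries they were *CG4729* at 129.8 RPM and *Nnp-1* at 30.1 RPM in replicate 1, *bmm* at 190.3 RPM in replicate 2, *Erk7* at 5.14 RPM and *Lsp1gamma* at 8842 RPM in replicate 3, and *Drs* at 455 RPM in replicate 4. Library totals stood apart for mutant fed replicate 2 (20601418 reads) and control fasted replicate 3 (17142412 reads). No technical or biological explanation was tested for these single values.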

How the results depend on the processing

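None of the alternatives was a test of an explanation, and all were planned in advance except edgeR, DESeq2 and limma-voom on the recovered reads, which were chosen after seeing the data. For the 111 results of named genes, 1719 comparisons with an alternative were made, of which 1638 kept their direction and their side of the threshold, 62 were weaker, 11 stronger and 8 reversed. No named gene changed with a pseudocount of 0.1, with a variance trend and robust eBayes, or with edgeR. The removal of genes under the 25th percentile and the fit of 8 libraries gave no value for some genes or for the interaction.

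A log2 fold change minimum of 0.5 lowered the counts by construction, since fewer genes can pass it. It left 2136 genes lower and 2568 higher for fasting in controls, 867 and 1397 for mutants when fasted, 1245 and 1714 for mutants when fed, 1234 and 1221 for fasting in mutants, and 1179 genes above 0 in the interaction, and it lowered the share of fasting-inhibited genes that were higher in mutants to 12.4% and that of fasting-activated genes that were lower to 22.0%. Counting attenuating interactions in place of that overlap gave 48.8%, which is a different measure. A threshold of 0.01 left 1348 and 1225 genes for mutants when fasted and 614 below and 1264 above 0 in the interaction. Removal of genes under the 25th percentile of level left 1620 genes higher in fasted mutants and 1562 higher in fed mutants, by testing fewer genes, and moved the median of all genes for fasting in controls by -0.12. Among the calls in fed mutants it lowered the share of higher genes from 49.6 to 38.8%, and the threshold of 0.01 raised that of the interaction from 57.0 to 67.3%.

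Leaving out replicate numbers changed the counts for mutants when fasted most. Across the 4 fits that each left out one replicate, 1195 to 2045 genes were lower and 934 to 2396 higher, and the interaction had 610 to 1327 genes below and 1197 to 1818 above 0. The lowest values came without replicate 2. The shares of fasting-inhibited and fasting-activated genes called the other way in mutants ranged from 17.9 to 30.7% and from 21.8 to 41.8%, and the correlation from -0.51 to -0.30. The cause was not tested, beyond the smaller number of libraries.

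The median of the lipid synthesis and storage list for fasting in controls was -1.93 without genes under the 25th percentile and -1.99 as a mean. In fasted mutants it was 1.18 with a pseudocount of 0.1, 1.21 without genes under the 25th percentile, 1.23 with limma-voom, 1.25 with edgeR, 1.25 with DESeq2 and 1.14 as a mean, and in the interaction 1.26 as a mean. All of these kept the direction, and the larger values on reads or with a smaller pseudocount follow from the pseudocount of 1, which shrinks the changes of low genes. The lipid catabolism median in fed mutants is that of *CG34448*, which is at the floor in fed mutants. It was -0.74 with a pseudocount of 0.1, -0.62 after quantile normalization, -0.74 with limma-voom, -0.74 with edgeR, -0.77 with DESeq2 and -0.19 as a mean, and it reversed to 0.23 without genes under the 25th percentile, a filter that removes 5 of the 9 genes. With only *CG34448* left out it was -0.26. Outside these alternatives, with the testis genes as a further term, it reversed to 0.61 over all 9 genes (camera adjusted p = 0.302). For fasting in mutants it was 0.74 with edgeR, 0.74 with DESeq2 and 0.71 as a mean.

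Of the list tests in fasted larvae, the cytosolic ribosome list gave camera adjusted p of 0.911 after quantile normalization and 0.126 with fry, did not pass at 0.01 (0.0316), and ranged from 0.0204 to 0.104 without one replicate. Its lowest and highest values over all alternatives were 0.0204 and 0.911. *N*-glycan synthesis (0.0116) did not pass at 0.01 either, with values from 0.000298 to 0.0289 over its alternatives. Glutathione S-transferase genes passed without genes under the 25th percentile (0.0489) and with fry (0.000807), and reached at most 0.528. The late last instar list passed without genes under the 25th percentile (0.0421), with fry (8.89e-06) and without replicate 3, with 0.0405 to 0.0749 over the fits without one replicate and at most 0.156. The interaction of glutathione S-transferase genes has no direction to speak of, and reversed with a pseudocount of 0.1 (adjusted p = 0.999), median centring (0.979), the 25th percentile (0.994) and fry (0.805), with 0.613 to 0.951 over the fits without one replicate.

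Among single genes, *CG6847* reversed in the interaction with -0.0394 after quantile normalization and -0.0160 with median centring, and ranged from -0.10 to 0.16 without one replicate, reversed without replicate 3 or 4. *CG34448* reversed for fasting in mutants with -0.00790 after quantile normalization and ranged from -0.0252 (reversed, without replicate 1) to 0.10 without one replicate. *RpL32* reversed in fasted mutants with -0.17 after quantile normalization and ranged from -0.0466 (reversed, without replicate 1) to 0.0933. All of these values lie close to 0. The fall of *sug* upon fasting in mutants (-0.76) was no longer called with the 8 libraries compared (-0.76, adjusted p = 0.0690), at 0.01 (-0.76) or without replicate 2 or 4, and ranged from -0.997 to -0.51. The rise of *Erk7* upon fasting in controls was not called after quantile normalization (0.66), with the 8 libraries (0.96), at 0.01 (0.96) or with limma-voom (1.37), and ranged from 0.38 without replicate 4 to 1.36 without replicate 3. It was also not called without replicate 1. Its fasting response in mutants ranged from -0.35 to 0.0656 (reversed, without replicate 3), and its interaction was called with DESeq2 (-1.55, adjusted p = 0.0386 where the range over alternatives was 0.0386 to 0.471). The cause was not tested for these genes.

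With the replicate number as a replicate block, 168 of the 170 results kept their direction and side of the threshold. The interaction of glutathione S-transferase genes reversed (adjusted p = 0.955), and the fall of *Elo68beta* upon fasting in mutants was called (-0.53, adjusted p = 0.0235). That fall was also called after quantile normalization (0.0382), median centring (0.0487) and with the 8 libraries compared (0.0453), and its adjusted p ranged up to 0.206. The numbers of the libraries showed no pairing, so the block has no basis in the data.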

Differences from the paper's values

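None of the values the paper states for these data differed from those computed here by more than the limits used. The limits were at least 17.4 and 26.8 percentage points for the shares and 0.27 for the correlation, from leaving out each replicate number in turn. With limits this wide, staying within them says little about how close the values are. The share of fasting-inhibited genes that were higher in fasted mutants was 30.5% against the paper's 30%, that of fasting-activated genes that were lower was 36.7% against the paper's 39%, and the correlation was -0.37 against the paper's -0.38. The first share moved farthest from the paper's value under 2 of the alternatives set before the data were examined, to 12.4% with a log2 fold change minimum of 0.5 and to 48.8% with attenuating interactions in place of the overlap. It was also lower at a threshold of 0.01 (20.5%), with only the 8 libraries compared (22.7%), without replicate 2 (17.9%), 3 (19.9%) or 4 (25.4%), and with separate control fasted libraries (16.8 to 26.7%). The second share was lower as well with the log2 fold change minimum (22.0%), at 0.01 (30.4%), with only the 8 libraries compared (32.6%), without replicate 2 (21.8%) or 3 (26.9%), with separate control fasted libraries (25.2 to 34.7%) and with attenuating interactions in place of the overlap (30.1%). The reads per library averaged 18.9 M counted on genes against the paper's 20 M clean reads, which are counted at different steps.

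For several single genes and lists, a difference that the paper states or shows was not called here. The values had the sign given in the paper or lay near 0. The paper places genes of the lipid particle term among those elevated in mutants, and the list of lipid droplet proteins used here was not called in fasted mutants (median log2 fold change 0.03, camera adjusted p = 0.411, fry adjusted p = 0.0719), under any alternative. Its mean log2 fold change was 0.34, and it includes the lipase gene *bmm*, which was lower. The list is not the gene ontology term and the paper used another test, so the statement of the paper was not itself tested. The paper states that the rise of *CG34448* upon fasting was attenuated, and the difference between genotypes was -0.69 with an adjusted p of 0.103. It was called without replicate 1 (-1.02, adjusted p = 0.000287), 1 of the alternatives set before the data were examined.

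In Fig 7C, measured by qRT-PCR, *sug* is higher in fed mutants than in fed controls, about 1.2 against about 1.0, read by eye. Here the log2 fold change between them was 0.05 (limma adjusted p = 0.875), and no alternative called it. In fasted larvae the directions in that figure and here are alike.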

Other observations

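The divisions of libraries into other groups were planned as tests in advance, and all other tests in this part were chosen only after the result was seen.

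For fasted mutants against fasted controls, 1 of the 35 divisions of the 8 fasted libraries, the real one, gave as many genes (4678, the largest of the others 997), and 5 of 35 gave as many lists. With the fed controls kept, 1 of 35 gave as large a share of fasting-inhibited genes called higher (the largest of the others 3.31%), 1 of 35 as large a share of fasting-activated genes called lower (13.4%), 1 of 35 a lipid synthesis median as far from 0 (0.74) and 1 of 35 a lipid catabolism median as far from 0 (-0.64). The correlation was as extreme in 6 of 35, so that the correlation does not single out the real groups. The shares are near 0 wherever few genes are called, as in most other divisions, so their counts add little to the count of genes. The study chose the lipid lists on these same libraries, which favours the real groups, so the counts for their medians do not support the result either.

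Since the testis genes followed genotype, the trend of the testis genes was tested as an explanation of the main results, by adding their mean log2 level to the model. The median in fasted mutants was then 0.92 for lipid synthesis and storage genes and -0.84 for lipid catabolism genes, which argues against this trend as the whole of these medians. The correlation of the fasting and ERK7 comparisons was -0.45 with the term. Both comparisons share the control fasted libraries, which can pull r below 0, and no simulation was run with the term. The correlation therefore does not decide about the testis trend. Mitochondrial ribosomal protein genes, called in fasted mutants without the term, were then not called (median -0.06, camera adjusted p = 0.113), nor were cytosolic ribosomal protein genes (median 0.00021, 0.622). Whether these calls were lost to the testis trend or to a loss of power cannot be told, because the term correlates with genotype. Within groups the lipid catabolism genes did follow the testis genes (r = -0.64, rho = -0.56, adjusted over 8 relations p = 0.0135 and 0.0502, and r = -0.60 without the 2 libraries farthest from the median), and the lipid synthesis genes did not (r = 0.08, rho = -0.02, adjusted p = 0.870). The number of genes called between fasted mutants and fasted controls fell to 1360, of which 1321 were also called without the term. How many of the others come from the composition of the libraries cannot be told apart from a loss of power, because the level of the testis genes correlates with genotype (r = 0.81).

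*sug* had 20.4 ± 1.77 RPM in fed controls, 21.3 ± 2.77 in fed mutants, 2.68 ± 0.45 in fasted controls and 13.3 ± 6.45 in fasted mutants (SD, n = 4 each). It fell upon fasting in controls with a log2 fold change of -2.54 (limma adjusted p = 4.50e-07) and was higher in fasted mutants than in fasted controls by 1.84 (limma adjusted p = 0.000127), both without overlap between groups (two-sided exact permutation p = 0.0286). The interaction was 1.79 (limma adjusted p = 0.00186), and the exact permutation p was 0.657 for fed mutants against fed controls and 0.0857 for fasting in mutants. The exons of *sug* share bases with 1 gene on the same strand, and the paper reports *sug* from qRT-PCR.

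*nclb*, which encodes PWP1, was 114 ± 7.27 RPM in fed controls and 41.9 ± 5.39 RPM in fed mutants (SD, n = 4 each), a log2 fold change of -1.43 (limma adjusted p = 2.15e-07). It was near 40 RPM in fasted larvae of both genotypes (39.5 ± 2.73 and 36.5 ± 6.16 RPM), and the interaction was 1.31 (limma adjusted p = 4.06e-05). *Cdk7*, a reference gene of the qRT-PCR in the paper, was lower in fed mutants with a log2 fold change of -0.40 (limma adjusted p = 0.000211), from 16.8 ± 0.34 to 12.5 ± 0.97 RPM (SD, n = 4 each). For *Mondo* and *bigmax* no difference in fasting response between genotypes was called (interaction 0.03 and -0.06, limma adjusted p = 0.884 and 0.740), nor for *daw* (0.22, limma adjusted p = 0.468). These last genes were listed in advance because the Discussion of the paper names them.

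*RpL32* was measured at 1.60 ± 0.32 RPM in fed controls and 0.824 ± 0.240 RPM in fed mutants (SD, n = 4 each), far below most ribosomal protein genes. Of 83 cytosolic ribosomal protein genes, 15 had a mean under 10 RPM and 57 a mean over 100 RPM. If reads that match several transcripts of a gene had been left out of the counts, genes with a smaller share of bases in 1 transcript would be lower, and across the 58 such genes with several transcripts the Spearman correlation was -0.12, which argues against it. The cause of the low values stays open, and other ways of counting reads were not tested.

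*Erk7* was higher in fed mutants than in fed controls. Its level followed that of the testis genes within groups (r = 0.97), and with these as a further term the log2 fold change was -0.74 in fed (adjusted p = 0.0282) and -0.75 in fasted larvae (adjusted p = 0.00371). A candidate explanation of the rise is therefore the unequal share of testis RNA between libraries, and a lower level of the transcript per testis in mutants stays open.

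Control fed replicate 4 had 213 genes at 0 reads, and 246 with all fed controls brought to the depth of the smallest, replicate 3. The other fed controls then had at most 70, which argues against library size. Outside the testis list 210 of these genes remained, and over the 12 libraries of the other groups their median correlation with the testis genes within groups was 0.82, where the highest of 10000 random lists matched on level reached 0.46. This library may have held fewer testes, since it also had the lowest mean level of the testis genes (0.79 on the log2 scale).

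Strain variants carried along with the *Erk7* allele could give genes near it the same difference in both diets. Of 295 genes within 2 Mb of *Erk7*, 59 (20.0%) differed alike in both diets, against 286 of 1352 (21.2%) on the rest of the X chromosome and 17.9% of all genes (one-sided Fisher's exact test, p = 0.696). Variants elsewhere in the genome were not tested, so differences of strain and of genotype cannot be told apart for these genes.

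Of the sex markers, *roX1* was 1.48 ± 0.26 RPM in fed controls, 1.82 ± 0.13 in fed mutants, 3.20 ± 1.00 in fasted controls and 4.13 ± 0.59 in fasted mutants, and *roX2* was 1.48 ± 0.71, 3.60 ± 0.53, 0.950 ± 0.688 and 2.27 ± 0.52 RPM (SD, n = 4 each). The female-biased *Yp3* was 2.62 ± 2.59, 0.294 ± 0.062, 1.98 ± 2.64 and 0.917 ± 0.650 RPM in the same order (SD, n = 4 each). The exons of *roX1* share bases with 1 gene on the same strand. In the late last instar list the medians were 1.85 for fed mutants against fed controls and -4.69 for fasting in controls, with camera adjusted p of 0.180 and 0.264 and fry adjusted p of 0.000151 and 2.31e-06. With the testis genes as a further term, camera called the difference between genotypes in fed larvae as well (median 0.72, adjusted p = 0.0383). With that term it also called the difference in fasted larvae (median 3.79, adjusted p = 0.00165).

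The largest falls in fed mutants against fed controls were those of *Cpr64Ad*, *CG13051* and *TwdlN*, with log2 fold changes of -5.78, -5.27 and -4.56 (limma adjusted p = 1.29e-06, 5.34e-07 and 1.11e-06). After *Lsp1alpha*, *CG32249* and *Cpr49Ac* rose most, by 5.65 and 3.37 (limma adjusted p = 9.23e-09 and 1.22e-05). In the interaction the largest values below 0 were -3.55 for *CG32249*, -3.46 for *CG6277* and -2.93 for *Prat2* (limma adjusted p = 3.09e-05, 0.000182 and 2.01e-05). Those above 0 were 5.72 for *Lsp1beta*, 4.10 for *vanin-like* and 3.68 for *CG43153* (limma adjusted p = 0.00358, 2.32e-06 and 0.000340), and that of *Lsp1beta* was 5.15 (limma adjusted p = 0.0542) without replicate 2. No explanation was tested for these genes.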
